# Sustained correction of hippocampal neurogenic and cognitive deficits after a brief treatment by Nutlin-3 in a mouse model of fragile X syndrome

**DOI:** 10.1186/s12916-022-02370-9

**Published:** 2022-05-13

**Authors:** Sahar Javadi, Yue Li, Jie Sheng, Lucy Zhao, Yao Fu, Daifeng Wang, Xinyu Zhao

**Keywords:** Fragile X syndrome, FMR1, Nutlin-3, MDM2, Adult neurogenesis, Neural stem cells

## Abstract

**Background:**

Fragile X syndrome (FXS), the most prevalent inherited intellectual disability and one of the most common monogenic forms of autism, is caused by a loss of fragile X messenger ribonucleoprotein 1 (FMR1). We have previously shown that FMR1 represses the levels and activities of ubiquitin ligase MDM2 in young adult FMR1-deficient mice, and treatment by a MDM2 inhibitor Nutlin-3 rescues both hippocampal neurogenic and cognitive deficits in FMR1-deficient mice when analyzed shortly after the administration. However, it is unknown whether Nutlin-3 treatment can have long-lasting therapeutic effects.

**Methods:**

We treated 2-month-old young adult FMR1-deficient mice with Nutlin-3 for 10 days and then assessed the persistent effect of Nutlin-3 on both cognitive functions and adult neurogenesis when mice were 6-month-old mature adults. To investigate the mechanisms underlying the persistent effects of Nutlin-3, we analyzed the proliferation and differentiation of neural stem/progenitor cells isolated from these mice and assessed the transcriptome of the hippocampal tissues of treated mice.

**Results:**

We found that transient treatment with Nutlin-3 of 2-month-old young adult FMR1-deficient mice prevents the emergence of neurogenic and cognitive deficits in mature adult FXS mice at 6 months of age. We further found that the long-lasting restoration of neurogenesis and cognitive function might not be mediated by changing intrinsic properties of adult neural stem cells. Transcriptomic analysis of the hippocampal tissue demonstrated that transient Nultin-3 treatment leads to significant expression changes in genes related to the extracellular matrix, secreted factors, and cell membrane proteins in the FMR1-deficient hippocampus.

**Conclusions:**

Our data indicates that transient Nutlin-3 treatment in young adults leads to long-lasting neurogenic and behavioral changes likely through modulating adult neurogenic niche that impact adult neural stem cells. Our results demonstrate that cognitive impairments in FXS may be prevented by an early intervention through Nutlin-3 treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12916-022-02370-9.

## Background

Fragile X Syndrome (FXS) is the most common cause of inherited intellectual disability with prevalence rates estimated to be 1:5000 in males and 1:8000 in females [1]. FXS is one of the most common single-gene causes of autism spectrum disorder (ASD), with approximately half of male FXS patients being clinically diagnosed with ASD [2, 3]. FXS is mainly caused by an expansion of trinucleotide repeats (CGG) to over 200 repeats in the 5′ untranslated region of the fragile X messenger ribonucleoprotein 1 (*FMR1*) gene which leads to transcriptional silencing of the gene with a subsequent reduction or absence of FMR1 (also known as FMRP, fragile X mental retardation protein) [4, 5]. FMR1 is a polyribosome-associated, brain-enriched, RNA-binding protein (RBP) that selectively targets specific mRNAs and regulates their translation, transport, stability, and nonsense-mediated RNA decay [4–9]. In addition, it has been shown that FMR1 is involved in histone modification and chromatin remodeling [10]. Hence, FMR1 is a multifunctional protein that could be involved in diverse biological processes.

FMR1 deficiency has been associated with numerous co-occurring conditions including, but not limited to, intellectual and emotional disabilities ranging from learning problems to mental retardation, and mood instability to autism [11]. A better understanding of the neurobiology and pathophysiology of FXS, together with advances in FXS animal models, has paved a way for the development of numerous targeted treatments for FXS [12]. FMR1 is a multifunctional protein that regulates the expression of a large number of direct and indirect targets [8, 13, 14]. Despite the rich literature aiming to investigate short-term therapeutic outcomes of treatments, very few studies have evaluated the potential long-lasting rescue effects of these treatments [12, 15]. Promising data from a recent study show that impairment of cognitive repertoire in FXS could be sustainably prevented by short-term pharmacological interventions [12, 16]. The long-lasting restoration of cognitive deficits of a rat model of FXS used in this study [12] is associated with sustained rescue of both synaptic plasticity and altered protein synthesis. These results have raised the question whether other reported interventions have the potential to exert long-lasting therapeutic effects.

Even though FMR1 is highly expressed in neurons, other cells have been implicated in FXS as well [17, 18]. Studies from our and other laboratories have shown that FMR1 regulates adult hippocampal neurogenesis [19–26]. Neurogenesis continuously occurs in at least two specific regions of the adult mammalian brain: the subventricular zone (SVZ) of the lateral ventricles and the subgranular zone (SGZ) of the dentate gyrus (DG) in the hippocampus [27]. Adult hippocampal neurogenesis is a multi-stage process, encompassing a number of developmental phases [27]. Activated neural stem cells (NSCs) or radial glia-like cells (RGLs) generate intermediate neural progenitors (NPs) that subsequently differentiate into neuroblasts, immature neurons, and mature granule neurons (GCs) that finally integrate into existing circuits [28]. Adult hippocampal neurogenesis is implicated in many functional processes such as learning, memory, plasticity, and mood regulation [27] and is impaired in a number of neurological conditions including FXS [19–26]. Therefore, interventions aimed at regulating adult neurogenesis are being evaluated as potential therapeutic strategies [29]. We have previously shown that the absence of FMR1 leads to increased NSC proliferation but reduced neuronal differentiation in young adult (2-month-old) *Fmr1* knockout (*Fmr1* KO) mice but reduced NSC proliferation and reduced neuronal differentiation in mature adult (6-month-old) *Fmr1* KO mice [20, 21]. At molecular levels, FMR1-deficient NSCs have elevated mouse double minute 2 (MDM2) protein levels and activities throughout adult ages. Treatment with Nutlin-3, a compound used for cancer clinical trial, specifically inhibits the interaction between MDM2 and its target proteins tumor protein P53 (TP53) and histone deacetylase 1 (HDAC1) and rescues both adult hippocampal neurogenic and behavioral deficits in both young adult and mature adult FXS mice. However, it remains unknown whether Nutlin-3 can have long-lasting effects in FXS mice, which is a key question for therapeutic development.

In this study, we investigated whether Nutlin-3 treatment had a sustained impact on neurogenesis and cognitive behaviors of FXS mice. We discovered that a transient treatment of young adult mice with Nutlin-3 led to a long-lasting effect in both hippocampal neurogenesis and cognitive tasks in adult FXS mice. To our surprise, we found that the long-lasting effect of Nutlin-3 might be mediated by regulating the gene expression of the adult stem cell niche rather than modulating the intrinsic properties of adult NSCs.

## Methods

### Study design

The purpose of this study was to investigate the long-lasting effect of Nutlin-3 treatment on impaired neurogenesis and behavioral deficits in adult FXS mice. In addition, we aimed to determine the potential mechanisms underlying the sustained rescue effect by Nutlin-3. Based on our publications and power analysis, at least three biological replicates were used for each in vitro or in vivo biochemical and histological analysis, whereas a sample size of 9 to 21 per group was used for behavioral testing. The NSPCs used for in vitro analyses were isolated from three pairs of *Fmr1* KO and WT littermates born to different parents, and NSPCs isolated from each animal were considered as a biological replicate. For drug treatment, animals were randomly assigned to treatment arms with approximately equivalent numbers in each group. All cell counting and behavioral analyses were performed by experimenters who were blind to the identity of the samples.

### Animal studies

All animal procedures were performed according to the protocols approved by the University of Wisconsin-Madison Institutional Animal Care and Use Committee. All mice were of C57B/L6 genetic background. The crossing and genotyping of these mice were carried out as described previously [20, 21]. Briefly, the *Fmr1* KO;*Nestin-GFP* mice (*Fmr1*^−/y^*;Nestin-GFP*) were created by crossing female *Fmr1* heterozygous KO mice (*Fmr1*^+/−^) [30] with homozygous *Nestin-GFP* transgenic males [31]. The generation of FMR1 inducible conditional mutant mice (*Fmr1*^*loxP/y*^*;Nestin-CreER*^*T2*^*;Rosa26-tdT* or *cKO;Cre;Ai14* ) and tamoxifen injections to induce recombination were performed as described [22]. To induce recombination, mice (6-7 week old) received tamoxifen (160 mg/kg; Sigma-Aldrich) daily for 5 days as described [22]. Nutlin-3 (10 mg/kg) was dissolved in dimethyl sulfoxide, given to 2-month-old mice through intraperitoneal injections every other day for five injections, and sacrificed at 4 months after the last injection. For in vivo differentiation analysis, mice also received four BrdU injections (100 mg/kg) within 12 h at 1 month before sacrifice.

### Tissue preparation and immunohistochemistry

Brain tissue processing and histological analysis of mouse brains were performed as described in our publications [19–22, 32]. Briefly, mice were euthanized by intraperitoneal injection of a mixture of ketamine/xylazine/acepromazine followed by transcardiac perfusion with saline and then 4% paraformaldehyde (PFA). The brains were dissected out, post-fixed overnight in 4% PFA, and equilibrated in 30% sucrose. The brain sections of 40 μm thickness were generated using a sliding microtome and stored in a − 20 °C freezer as floating sections in cryoprotectant solution (glycerol, ethylene glycol, and 0.1 M phosphate buffer (pH 7.4), 1:1:2 by volume). We performed immunohistological analysis on 1-in-6 serial floating brain sections (240 μm apart). After staining with primary and fluorescent secondary antibodies, the sections were counterstained with DAPI (1:1000; Roche Applied Science) and then mounted, coverslipped, and maintained at 4 °C in the dark until analysis.

The primary antibodies used were chicken anti-GFP (1:1000, Invitrogen, A10262), rabbit anti-MCM2 (1:500, Cell Signaling, 4007), rabbit anti-GFAP (1:1000, Dako, Z0334), mouse anti-GFAP (1:1000, Millipore, MAB360), mouse anti-NeuN (1:500, Millipore, MAB377), and rat anti-BrdU (1:1000, Abcam, ab6326).

Fluorescent secondary antibodies used were goat anti-mouse 568 (1:1000, Invitrogen, A11004), goat anti-rat 568 (1:1000, Invitrogen, A11077), goat anti-rabbit 568 (1:1000, Invitrogen, A11011), goat anti-rabbit 647 (1:1000, Invitrogen, A21245), goat anti-mouse 647 (1:1000, Invitrogen, A21235), goat anti-chicken 488 (1:1000, Invitrogen, A11039), and goat anti-mouse 488 (1:1000, Invitrogen, A11029).

### In vivo cell quantification

Quantitative analyses of adult neurogenesis were carried out using an unbiased stereology method through the use of a Stereo Investigator software (MBF Biosciences) as described [20, 21, 33]. Briefly, Z-stack images (2-μm interval) were acquired using an AxioImager Z2 ApoTome confocal microscope (Plan-APOCHOROMAT, 20X, numerical aperture = 0.8; Zeiss). The measured thickness of the sections was ~ 30 μm. The cell numbers were quantified by random sampling one in six coronal serial sections (240 μm apart) encompassing the entire hippocampus, with 3-μm guard zones on each side. Schaeffer’s coefficient of error (CE) < 0.1 was required for each type of cell quantification. The experimenter was blinded to the identity of the samples. The total numbers of GFP+GFAP+ cells in the dentate gyrus of each animal were counted. Then, the percentage of activated and proliferating NSCs was determined by co-localizing of GFP+GFAP cells with the cell cycle marker, MCM2. Cell lineage analysis was performed as described [20]. Briefly, at least 100 BrdU^+^ cells in the Z-stacks of each mouse were randomly selected, and their co-localization with cell-lineage marker, NeuN, was determined using Stereo Investigator.

### Novel location recognition test

This test measures spatial memory through an evaluation of the ability of mice to recognize the new location of a familiar object with respect to spatial cues. The experimental procedure was carried out as described previously [20, 21]. Briefly, mice were handled for approximately 5 min a day for a maximum of 5 days prior to the experiment. Testing consisted of five 6-min trials, with a 3-min intertrial interval between each trial. All procedures were conducted during the light cycle of the animal between 10 a.m. and 4 p.m. Before the trial session, mice were brought into the testing room and were allowed to acclimate for at least 30 min. During the intertrial interval, the mouse was placed in a holding cage, which remained inside the testing room. In the first trial (pre-exposure), each mouse was placed individually in the center of the otherwise empty open arena (38.5 cm long × 38.5 cm wide, and 25.5-cm-high walls) for 6 min. For the next three trials (sample trials 13), two identical objects were placed equidistantly from the arena wall in the corners against the wall with the colored decal. Tape the objects to the floor of the arena. Then, each mouse was placed individually in the center of the arena and was allowed to explore for 6 min. At the end of the trial, the mouse was removed and returned to the home cages for 3 min. In the last trial (test), one of the objects was moved to a novel location, and the mouse was allowed to explore the objects for 6 min, and the total time spent exploring each object was measured. During the test phase, the exploration time was defined as any investigative behavior (i.e., head orientation, climbing on, sniffing occurring within < 1.0 cm) or other motivated direct contact occurring with each object. To control for possible odor cues, objects were cleaned with 70% ethanol solution at the end of each trial, and the floor of the arena was wiped down to eliminate possible scent/trail markers. During the test phase, two objects were wiped down prior to testing so that the objects would all have the same odor. Based on a previous study [34], the discrimination index was calculated as the percentage of the time spent investigating the object in the new location minus the percentage of time spent investigating the object in the old location: discrimination index = (novel location exploration time/total exploration time × 100) − (old location exploration time/total exploration time × 100). A higher discrimination index is considered to reflect greater memory retention for the novel location object. All experiments were videotaped and scored by scientists who were blinded to the experimental conditions to ensure accuracy.

### Novel object recognition test

This test is based on the natural propensity of rodents to preferentially explore the novel objects over familiar ones. The experimental procedure was carried out as described previously [20, 21]. Briefly, mice were handled for approximately 5 min a day for a maximum of 5 days prior to the experiment. The test was conducted during the light cycle of the animal between 10 a.m. and 4 p.m. Before the trial or test phase, mice were brought into the testing room and were allowed to acclimate for at least 30 min. On the first day, mice were habituated for 10 min to the V-maze, made out of black Plexiglas with two corridors (30 cm long × 4.5 cm wide, and 15-cm-high walls) set at a 90° angle, in which the task was performed. On the second day, mice were put back in the maze for 10 min, and two identical objects were presented. Twenty-four hours later, one of the familiar objects was replaced with a novel object, and the mice were again placed in the maze and were allowed to explore for 10 min, and the total time spent exploring each of the two objects (novel and familiar) was measured. During the test phase, the novel and familiar objects were wiped down prior to testing so that the objects would all have the same odor, and the exploration time was defined as the orientation of the nose to the object at a distance of less than 2 cm. The discrimination index was calculated as the difference between the percentages of the time spent investigating the novel object and the time spent investigating the familiar objects: discrimination index = (novel object exploration time/total exploration time × 100) − (familiar object exploration time/total exploration time × 100). A higher discrimination index is considered to reflect greater memory retention for the novel object. All experiments were videotaped and scored by scientists who were blinded to experimental conditions to ensure accuracy.

### Adult NSPC isolation and analyses

NSPCs were isolated from the pooled DG tissue dissected from two 6-month-old male mice using our published method [21, 35]. NSPCs were cultured as described previously [35]. The proliferation and differentiation of NPCs were analyzed as described [20]. We used only early passage cells (between passages 4 and 10) and only the same passage numbers of wild-type and *Fmr1* KO cells for data collection. For each experiment, triplicate wells of cells (experimental replicates) were analyzed, and the results were averaged as one data point (*n* = 1). At least three independent biological replicates (cells isolated from different animals) were used (*n* = 3) for statistical analyses.

The primary antibodies used were mouse anti-Tuj1 (1:1000, Covance, 435P) and rat anti-BrdU (1:3000, Abcam, ab6326).

Fluorescent secondary antibodies used were goat anti-mouse 568 (1:2000, Invitrogen, A11004) and goat anti-rat 568 (1:2000, Invitrogen, A11077).

### RNA isolation and RNA-seq

Freshly dissected hippocampal tissue was immediately frozen on dry ice. For RNA isolation, TRIzol was added to frozen tissue followed by homogenization using a Polytron (PT1200, Kinematica, Inc., Bohemia, NY, USA) as described [36]. RNA was isolated from TRIzol samples using the TRIzol Reagent following the manufacturer’s instructions. RNA quality assessment, library construction, library quality control, and sequencing were performed by Novogene Bioinformatics Institute (Sacramento, CA, USA). Briefly, the quality, size, and concentration of the isolated RNA were analyzed using agarose gel electrophoresis, nanodrop, and an Agilent 2100 Bioanalyzer. Twelve cDNA libraries were constructed with three biological replicates for each condition: WT-Veh, KO-Veh, WT-Nut3, and KO-Nut3. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first-strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification (Novogene, Sacramento, CA, USA). Library quality was assessed by Qubit 2.0, Agilent 2100, and qPCR. The libraries were clustered and sequenced on an Illumina Novaseq 6000 on an S4 flow cell. The 150-bp paired-end reads were generated after clustering of the index-coded samples. About 20–30 million reads were obtained for each sample.

### Bioinformatics analysis

FastQC was used to perform a quality check of .fastq reads. Paired-end reads were mapped to the reference genome (mm10) using STAR (Additional file 1: STAR parameters). The raw count matrix was normalized by correcting for library size using the DESeq2 R package (Additional file 2: Code 2). The differential expression analysis was performed by using the DEseq2 R package (Additional file 2: Code 2). Adjusted *P*-values < 0.05 were used as cutoffs for differential expression. GO term enrichment was analyzed using Enricher (https://maayanlab.cloud/Enrichr) [37] and plotted using GOplot [38]. Differential expression was visualized by volcano plots (Additional file 3: Code 3). Transcription factor enrichment analysis and network were performed using ChEA3 (https://maayanlab.cloud/chea3) [39], and the average integrated ranks across all libraries RNA-seq data have been deposited to Gene Expression Omnibus (*GEO: GSE198403*).

### Real-time PCR assay

Real-time PCR was performed using standard methods as described [20]. The first-strand cDNA was generated by reverse transcription with Oligo (dT) primer (Roche). To quantify the mRNA levels using real-time PCR, aliquots of first-stranded cDNA were amplified with gene-specific primers and Power SYBR Green PCR Master Mix (Bio-Rad) using a Step-1 Real-Time PCR System (Applied Biosystems). The PCR reactions contained 1 μg of cDNA, Universal Master Mix (Applied Biosystems), and 10μM of forward and reverse primers in a final reaction volume of 20 μL. The data analysis software built-in with the 7300 Real-Time PCR System calculated the mRNA level of different samples. The sequences of primers used for real-time PCR reactions in mouse species are listed in Additional file 4: Table S1.

### Western blotting analyses

Protein samples were separated on SDS-PAGE gels (Bio-Rad), transferred to the PVDF membranes (Millipore), and incubated with primary antibodies. The antibodies include p-MDM2 (Ser166,1:1000, Novus Biologicals, NBP1-51396), HDAC1 (1:1000, BioVersion, 3601-30), Acetyl-H3 (1:1000,Millipore, 06-599), Histone H3 (1:1000, Cell Signaling, 9715S), P53 (1:1000, Santa Cruz, sc-6243), EP300 (1:1000, Novus Biologicals, NB100-616), and GAPDH (1:5000,Thermo Scientific, MA5-15738). After incubation with fluorescence-labeled secondary antibodies (Li-CoR), the membranes were imaged using Li-CoR, and quantification was performed using the Image Studio Lite software. The amount of loading protein (20 μg) was determined by the linear range of the target proteins (10–40 μg) using the Li-CoR system as previously described [20]. At least three independent blots were used for statistical analysis.

### Statistical analysis

All experiments were randomized and blinded to scientists who performed the quantification. Statistical analysis was performed using ANOVA and Student’s *t*-test, unless specified, with the GraphPad Prism software 9. Two-tailed and unpaired *t*-test was used to compare two conditions. Two-way ANOVA with Tukey’s post hoc analysis was used for analyzing multiple groups. All data were shown as mean with standard error of the mean (mean ± SEM). Probabilities of *P* < 0.05 were considered as significant.

## Results

### Transient Nutlin-3 treatment has a long-lasting rescue effect on impaired hippocampal neurogenesis in *Fmr1 *KO mice

We have previously shown that young adult (2-month-old) *Fmr1 * KO mice exhibited elevated NSC activation and impaired neurogenesis, and mature adult (6-month-old) *Fmr1* KO mice exhibited reduced NSC activation and impaired neurogenesis in the hippocampus, which can be normalized to WT levels immediately after a 10-day treatment by a specific MDM2 inhibitor Nutlin-3 [20, 21]. To assess the potential of MDM2 inhibition as a therapeutic treatment, a critical question remained whether the Nutlin-3 treatment has long-lasting rescue effects. We thus decided to investigate whether a transient Nutlin-3 treatment could have a persistent therapeutic effect on NSC activation and adult neurogenesis in FXS mouse models.

We crossed *Fmr1* mutant mice with *Nestin*-GFP (green fluorescent protein) mice in which GFP expression is driven by the promotor of a neural stem and progenitor cell marker NESTIN to create the *Fmr1* KO*;Nestin-GFP* double transgenic mice as described previously [20]. We treated 2-month-old *Fmr1 *KO (*Fmr1*^−/y^*;Nestin-GFP*) and littermate wild-type (*Fmr1*^+/y^*;Nestin-GFP*) mice with either vehicle or Nutlin-3 (10 mg/kg) every other day over 10 days (total 5 injections) as we have done previously [20, 21] and analyzed them at 4 months after the last injections, when the mice were 6 months old (Fig. 1a). Glial fibrillary acidic protein (GFAP) is a radial glia marker expressed in both quiescent and activated adult hippocampal NSCs (Fig. 1b) [40]. To determine the activation of NSCs, we used the cell cycle marker minichromosome maintenance complex component 2 (MCM2; Fig. 1b). We quantified the percentage of activated (GFP^+^GFAP^+^MCM2^+^) NSCs over total (GFP^+^GFAP^+^) NSCs in *Fmr1* KO and WT mice. We found that *Fmr1* KO mice treated with vehicle at 2 months of age exhibited reduced NSC activation at 6 months of age compared to WT with the same vehicle treatment (Fig. 1c), which is consistent with our previous finding on 6-month-old *Fmr1* KO mice [21]. Similarly to what we have published before [20, 21], Nutlin-3 treatment had no significant effect on WT mice (Fig. 1c). In contrast, *Fmr1* KO mice treated with Nutlin-3 at 2 months of age showed no significant difference in NSC activation at 6 months of age compared to WT mice treated with either vehicle or Nutlin-3 (Fig. 1c). Therefore, a 10-day transient Nutlin-3 treatment of young adult *Fmr1* KO mice has a long-lasting rescue effect on adult hippocampal NSC activation, which persists for at least 4 months.

**Fig. 1:**
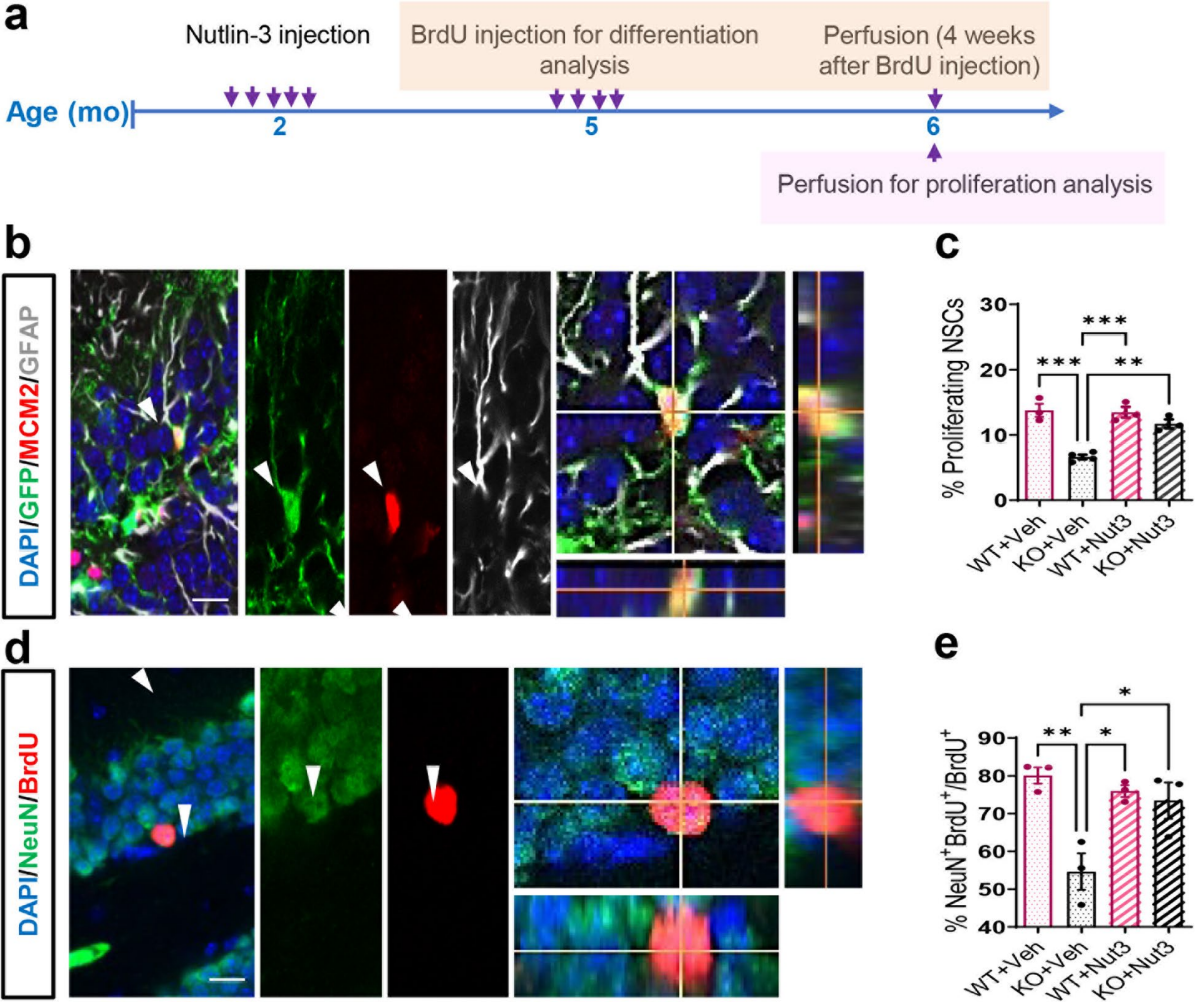
Transient treatment with Nutlin-3 has a long-lasting rescue effect on impaired hippocampal neurogenesis in FMR1-deficient mice. **a** Experimental scheme for assessing the hippocampal neurogenesis in *Fmr1* KO and WT mice treated with Nutlin-3 (Nut3) or vehicle (Veh). **b** Sample confocal images used for identifying NSCs (GFP+GFAP+) and proliferating NSCs (GFP+GFAP+MCM2+) in the DG of adult *Fmr1* KO and WT mice bred into a *Nestin-GFP* mouse background. Scale bar, 20 μm. **c** Comparison of the percentage of activated NSCs among total NSCs in the DG of *Fmr1* KO and WT mice with or without Nutlin-3 treatment (*n* = 3 or 4 per group). **d** Sample confocal images to identify new mature neurons (NeuN+BrdU+) in the dentate gyrus of *Fmr1 *KO and WT mice. Scale bar, 20 μm. **e** Comparison of the percentage of mature neurons among BrdU+ cells in DG of *Fmr1* KO and WT mice with or without Nutlin-3 treatment (*n* = 3 per group). *P < 0.05; **P < 0.01; ***P < 0.001. Data are presented as means ± SEM

We then assessed whether the therapeutic effect of Nutlin-3 on neuronal differentiation [20, 21] could persist long after treatment. Thus, we injected 2-month-old *Fmr1* KO (*Fmr1*^*−/y*^) mice and WT (*Fmr1*^*+/y*^) littermates with Nutlin-3 as described above (Fig. 1a) [20]. At 5 months of age, the mice received four injections of a synthetic thymidine analog bromodeoxyuridine (BrdU) over a 12-h period to pulse label proliferating NSCs and progenitors in the adult DG and were sacrificed at 4 weeks after BrdU injections (6 months of age) for differentiation analysis (Fig. 1a) [20]. To identify the fate of the BrdU-labeled NSPCs, we performed co-immunostaining using antibodies against mature neuronal marker NeuN (neuronal nuclei antigen or RBFOX3) and BrdU and quantified the percentage of neuronal differentiation (BrdU^+^NeuN^+^/BrdU^+^) (Fig. 1d). We found that *Fmr1* KO mice treated with vehicle showed a significant reduction in neuronal differentiation compared to WT counterparts treated with either vehicle or Nutlin-3 (Fig. 1e), which is consistent with what has been reported previously [21]. In contrast, 6-month-old *Fmr1* KO mice treated with Nutlin-3 at 2 months of age showed elevated neuronal differentiation levels comparable to that of the WT mice (Fig. 1e). Nutlin-3 administration did not show significant effects on neurogenesis of WT mice (Fig. 1e). Therefore, transient treatment of *Fmr1* KO mice with Nutlin-3 at young adult ages could prevent impairment of neuronal differentiation in mature adult mice. In summary, our findings have revealed a long-lasting therapeutic effect of Nutlin-3 on impaired NSC activation and neuronal differentiation in a FXS mouse model.

### Transient Nutlin-3 treatment has an endured corrective effect on cognitive deficit in FXS mouse models

We have previously shown that *Fmr1* KO mice exhibited deficits in hippocampus-dependent cognitive functions [20–22, 41] and Nutlin-3 treatment reversed impaired spatial learning assessed by a novel location recognition test (NLR) and defective cognitive function assessed by a novel object recognition (NOR) test at 1 month after treatment [20, 21]. Since our current study has revealed a persistent therapeutic effect of Nutlin-3 on impaired NSC activation and neurogenesis in *Fmr1* KO mice (Fig. 1), we decided to investigate whether the Nutlin-3-dependent restoration of cognitive deficit is also long-lasting.

First, to confirm that selective deletion of FMR1 from NSCs in young adult mice leads to long-lasting impaired performances on hippocampus-dependent learning tasks, we generated tamoxifen-inducible *Fmr1* conditional knockout (cKO;CreER^T2^;Ai14) triple transgenic mice by crossing *Fmr1*-floxed (*Fmr1*^*f/f*^ or cKO) mice with inducible *Nestin* promotor-driven Cre transgenic mice (*Nes-CreER*^*T2*^) and *Rosa26-STOP-tdTomato* (Ai14) reporter mice as described previously [20] (Additional file 9: Fig. S1a). We found that targeted deletion of FMR1 from NSCs and their progenies at 2 months of age led to learning deficits at 6 months of age (Additional file 9: Fig. S1b-d), which corroborated our previous findings [20, 22]. More importantly, transient treatment of *cKO;CreER*^*T2*^*;Ai14* mice with Nutlin-3 at 2 months of age led to the restoration of cognitive function when assessed at 6 months of age (Additional file 9: Fig. S1b-d). Therefore, transient Nutlin-3 treatment in young adult mice with selective deletion of FMR1 from adult new neurons has a long-lasting effect.

We then treated 2-month-old *Fmr1* KO mice and their WT littermates with either vehicle or Nutlin-3 and analyzed their behaviors 4 months later (Fig. 2a). Consistent with our previous findings, *Fmr1* KO mice treated with vehicle exhibited impaired performance in spatial learning on the NLR test and defective learning on the NOR test (Fig. 2b–e) [21]. In contrast, Nutlin-3 administration rescued the impaired performances of *Fmr1* KO mice in both NLR (Fig. 2c) and NOR (Fig. 2e) to the wild-type levels without significant effect on wild-type mice (Fig. 2c, e). Therefore, a transient Nutlin-3 treatment of FMR1-deficient mice at young adulthood could rescue impaired cognitive performance for at least 4 months.

**Fig. 2:**
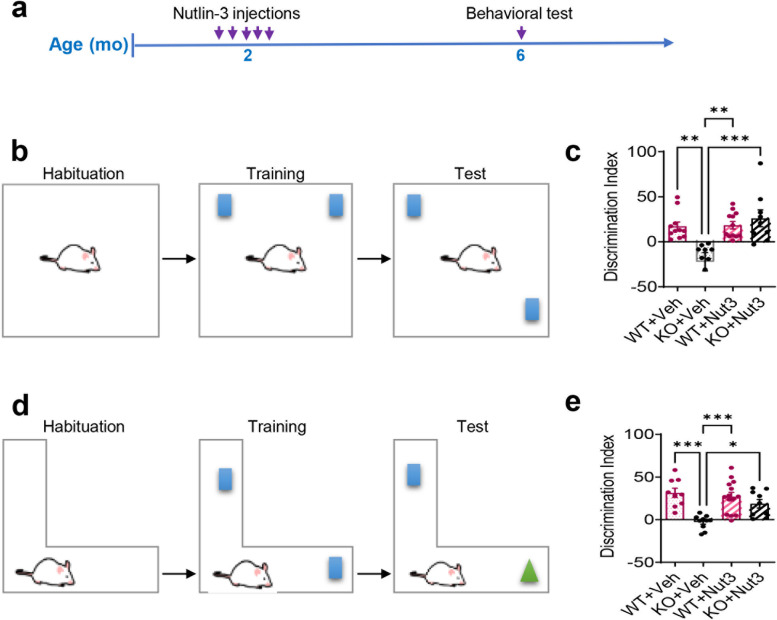
Transient treatment with Nutlin-3 has a long-lasting rescue effect on cognitive deficits in FMR1-deficient mice. **a** Experimental scheme for analyzing cognitive performances in *Fmr1* KO and WT mice treated with Nutlin-3 (Nut3) or vehicle (Veh). **b** Schematic of novel location recognition (NLR) test for assessing spatial learning. **c** Beneficial effects of Nutlin-3 treatment on spatial memory deficits in *Fmr1* KO mice sustained at least 4 months after injection (*n* = 8 to 13 mice per group). **d** Schematic of the novel object recognition (NOR) test. **e** Therapeutic effects of Nutlin-3 treatment on deficits in the NOR test in *Fmr1* KO mice last at least for 4 months after treatment cessation (*n* = 8 to 13 mice per group). *P < 0.05; **P < 0.01; ***P < 0.001. Data are presented as means ± SEM

### Transient treatment with Nutlin-3 does not have a persistent effect on intrinsic properties of adult neural stem/progenitor cells

We next sought to reveal the molecular mechanisms that are associated with Nutlin-3-induced enduring rescue of impaired hippocampal neurogenesis and related cognitive functions. Adult NSCs and adult hippocampal neurogenesis are regulated by both intrinsic and extrinsic factors [42]. To determine whether Nutlin-3 treatment acted through the NSC intrinsic pathways, we decided to analyze the neural stem/progenitor cells (NSPCs) isolated from the hippocampus of 6-month-old *Fmr1* KO and littermate WT mice treated with either vehicle or Nutlin-3 at 2 months of age (Fig. 3a) using our published methods [35]. We used BrdU pulse labeling to assess NSPC proliferation and found that *Fmr1 * KO NSPCs exhibited a reduced BrdU incorporation rate compared to WT NSPCs (Fig. 3b, d), consistent with our published results on NSPCs isolated from 6-month-old *Fmr1 KO* mice [21]. Surprisingly, Nutlin-3 treatment did not rescue the impaired proliferation of *Fmr1* KO cells (Fig. 3d). We then assessed NPSC neuronal differentiation using an antibody for immature neuron, βIII-tubulin (Tuj1), and found that NSPCs isolated from *Fmr1* KO mice at 4 months after either Nutlin-3 or vehicle injection exhibited similarly reduced neuronal differentiation (Fig. 3c, e). We have previously shown that NSCs isolated from 6-month-old mice exhibited elevated levels of phosphorylated MDM2 (P-MDM2, the active form of MDM2), EP300, acetylated Histone H3, and HDAC1, a target of MDM2 in 6-month-old mice [21], but not protein levels of P53, a target of MDM2 in NSCs in 2-month-old mice [20]. We therefore assessed the levels of these proteins and found that NSPCs isolated from KO mice exhibited increased P-MDM2 and EP300 protein levels, elevated H3 acetylation, and reduced HDAC1 levels, without significant change in P53 levels (Fig. 3f–o), consistent with our published results [21]. More importantly, treatment of Nutlin-3 at 2 months of age did not alter the levels of these proteins in the NSPCs isolated from 6-month-old mice (Fig. 3f–o). Therefore, these data suggest that the long-lasting effect of Nutlin-3 on hippocampal NSPCs might not lead to changes in the intrinsic properties of NSPCs.

**Fig. 3:**
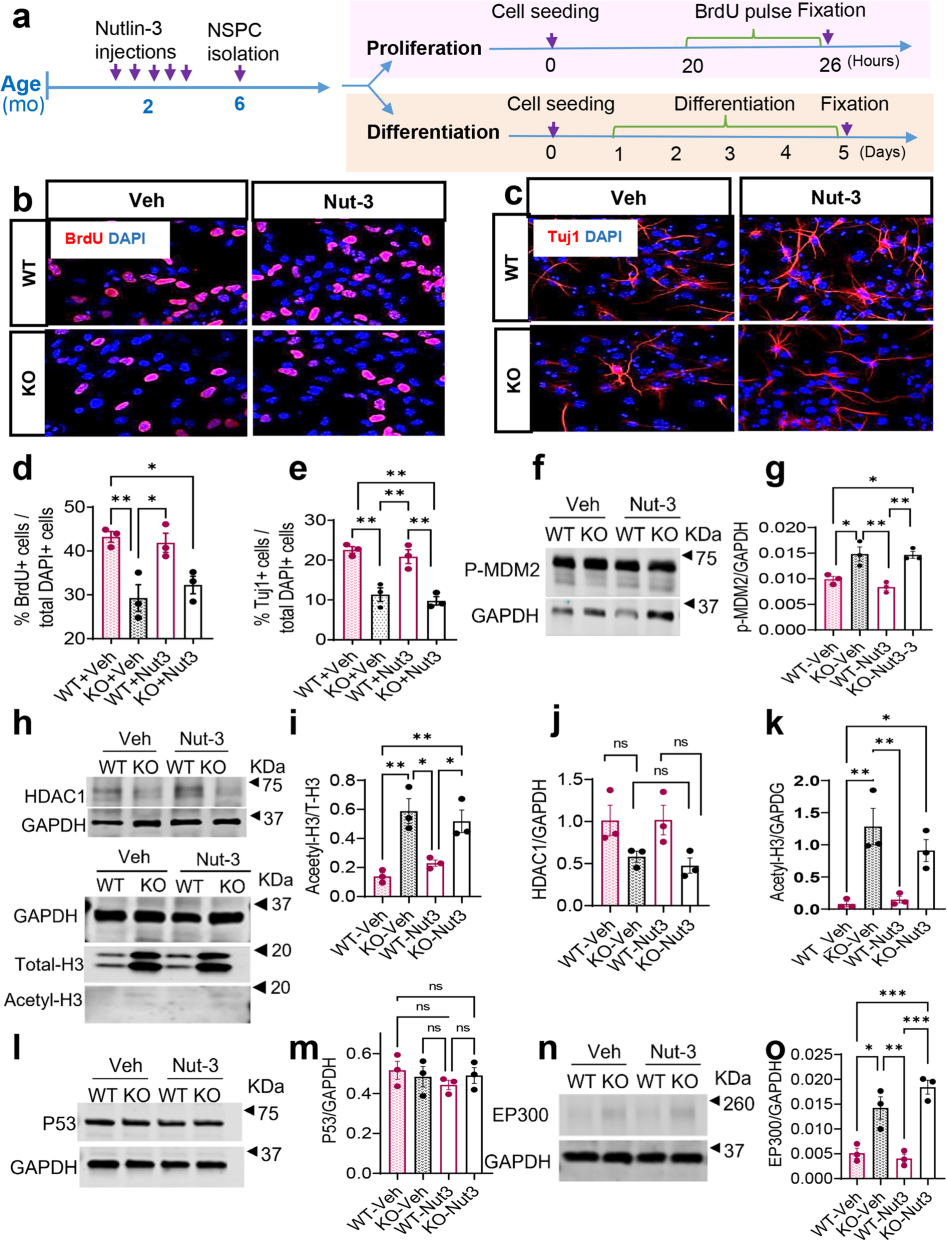
Transient treatment with Nutlin-3 does not have a persistent effect on intrinsic properties of adult neural stem/progenitor cells. **a** Experimental scheme for analyzing proliferation and differentiation of hippocampal NSPCs isolated from *Fmr1* KO and WT mice treated with Nutlin-3 (Nut3) or vehicle (Veh). **b** Sample images of proliferating NSPCs pulse-labeled with thymidine analog, BrdU followed by immunohistology for in vitro quantification assay. Red, BrdU; blue, DAPI; scale bar, 20 μm. **c** Sample images of differentiating NSPCs assessed by immunohistological detection of a neuronal marker Tuj1^+^ for in vitro quantification of NSPC neuronal differentiation. Red, Tuj1; blue, DAPI; scale bar, 20 μm. **d**, **e** Nutlin-3 treatment did not rescue impaired proliferation (**d**) and neuronal differentiation (**e**) of hippocampal NSPCs isolated from *Fmr1* KO and WT mice 4 months after injection (*n* = 3). **f**, **g** Western blot analysis of P-MDM2 levels in isolated NSPCs isolated from *Fmr1* KO and WT 4 months after Nutlin-3 or vehicle treatment (*n* = 3). **h**–**k** Western blot analysis of the total histone H3 (T-H3), acetylated histone H3 (acetyl-H3), and HDAC1 levels in NSPCs isolated from *Fmr1* KO and WT mice 4 months after Nutlin-3 or vehicle treatment (*n* = 3). **l**, **m** Western blot analysis of P53 levels in isolated NSPCs isolated from *Fmr1* KO and WT 4 months after Nutlin-3 or vehicle treatment (*n* = 3). **n**, **o** Western blot analysis of EP300 levels in isolated NSPCs isolated from *Fmr1* KO and WT 4 months after Nutlin-3 or vehicle treatment (*n* = 3). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as loading controls. Due to the large size of EP300, loading controls were run on a separate gel. *P < 0.05; **P < 0.01; ***P < 0.001. Data are presented as means ± SEM

### Transient Nutlin-3 treatment leads to significant and specific gene expression changes in Fmr1 KO hippocampus

Since transient Nutlin-3 treatment did not have a significant rescue effect on NSPCs isolated 4 months later, we reckoned that Nutlin-3 might exert its long-lasting impact on hippocampal neurogenesis through modulating stem cell niche in the hippocampus. Indeed, Nutlin-3 treatment had a persistent effect on reducing H3 acetylation in hippocampal and cortex tissue of *Fmr1*-KO mice (Additional file 9: Fig. S2). 

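Poly(A) RNA from the hippocampi of 12 mice was sequenced, 3 mice in each of the groups WT-Veh, WT-Nut3, KO-Veh and KO-Nut3. The mice had received 5 injections of vehicle or of Nutlin-3 at 10 mg/kg from 2 months of age and were 6 months old at harvest. The sample labels give a single-read layout and an earlier instrument than the paired-end NovaSeq runs named in the methods, and the counts themselves do not show which applies. The authors mapped the reads to the mouse genome with STAR and deposited the number of reads on each gene without normalization, of which the counts over both strands were used. Reads counted on genes ranged from 17150820 to 19562517 per library in WT-Veh with a median of 19073478, and from 17949695 to 20040482 in WT-Nut3 with a median of 19873696. The range was 17569438 to 19426101 in KO-Veh with a median of 17893564, and 17221891 to 18234575 in KO-Nut3 with a median of 17334895. Counts were normalized with the TMM method of edgeR, and levels are given as CPM, the normalized counts scaled to a common library size. The 22592 genes with more than 20 counts in total over the 12 libraries were tested, each pair of groups on its own 6 libraries, with the two-sided quasi-likelihood test of edgeR and Benjamini-Hochberg adjusted *P*-values under 0.05. A group with at most 3 counts of a gene in every library was taken to be at the floor, which corresponds to at most 0.179 CPM, and this limit covers counting error only. The libraries carry animal numbers from RH1 to RH16. Reads mapped to several places made up 3.07% to 3.22% of the 6 libraries up to RH8 and 3.33% to 3.55% of the 6 libraries from RH9, a division that crosses all groups. It does so unevenly, since most KO-Nut3 and WT-Veh libraries lie up to RH8 and most KO-Veh and WT-Nut3 libraries from RH9. The division is therefore partly mixed with the treatment in each genotype, with the genotype under vehicle and with their interaction. Because of this division, which was found in the data, every comparison was also fitted with the number block (up to RH8, or from RH9) as a term.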

To explore the potential regulatory mechanisms, we injected 2-month-old *Fmr1* KO and WT control mice with Nutlin-3 or vehicle and harvested the hippocampi at 4 months post-treatment for transcriptomic analysis in triplicates (Fig. 4a). 

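The reads of each library, summed over genes and over the 4 classes that STAR reports outside genes, came to 21772933 in WT-Veh RH2, the lowest total, and to 25498894 in WT-Nut3 RH9, the highest. The median total was 24269785 in WT-Veh, 25421585 in WT-Nut3, 23118963 in KO-Veh and 22083657 in KO-Nut3.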

Total sequencing reads generated for each sample were between 21 and 26 million (21 × 10^6^ < TRs < 26 × 10^6^ ) (Additional file 5: Table S2). 

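The share of reads mapped to a single place was 93.5% in KO-Veh RH10 and 93.9% in WT-Veh RH15, and lay between 94.1% and 94.8% in the other 10 libraries. Reads counted on genes made up 77.4% to 78.8% of all reads. Between 25421 and 26580 genes had at least 1 count in a library. Of the genes listed, 55240 carry an identifier of GENCODE M21, and 35930 had at least 1 count in any library.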

More than 94% of reads were uniquely mapped to the mouse genome, which corresponds to more than 25 × 10^3^ genes (Additional files 5 and 6: Tables S2 and S3). We evaluated the distribution of read counts across the samples and found that the overall density distribution of raw log intensities exhibited a highly consistent pattern (Additional file 9: Fig. S3).

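Among the genes with a count, the median of log2(count + 1) lay between 5.67 in WT-Nut3 RH1 and 5.95 in WT-Nut3 RH9. The first quartile ranged from 2.32 to 2.58 and the third quartile from 9.05 to 9.31. The TMM factors lay between 0.977 and 1.04, and the 10 genes with the most reads took 4.26% to 4.83% of the reads on genes. Across genes, which are not independent replicates, Spearman's rho between libraries of the same group was 0.979 to 0.985.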

**Fig. 4:**
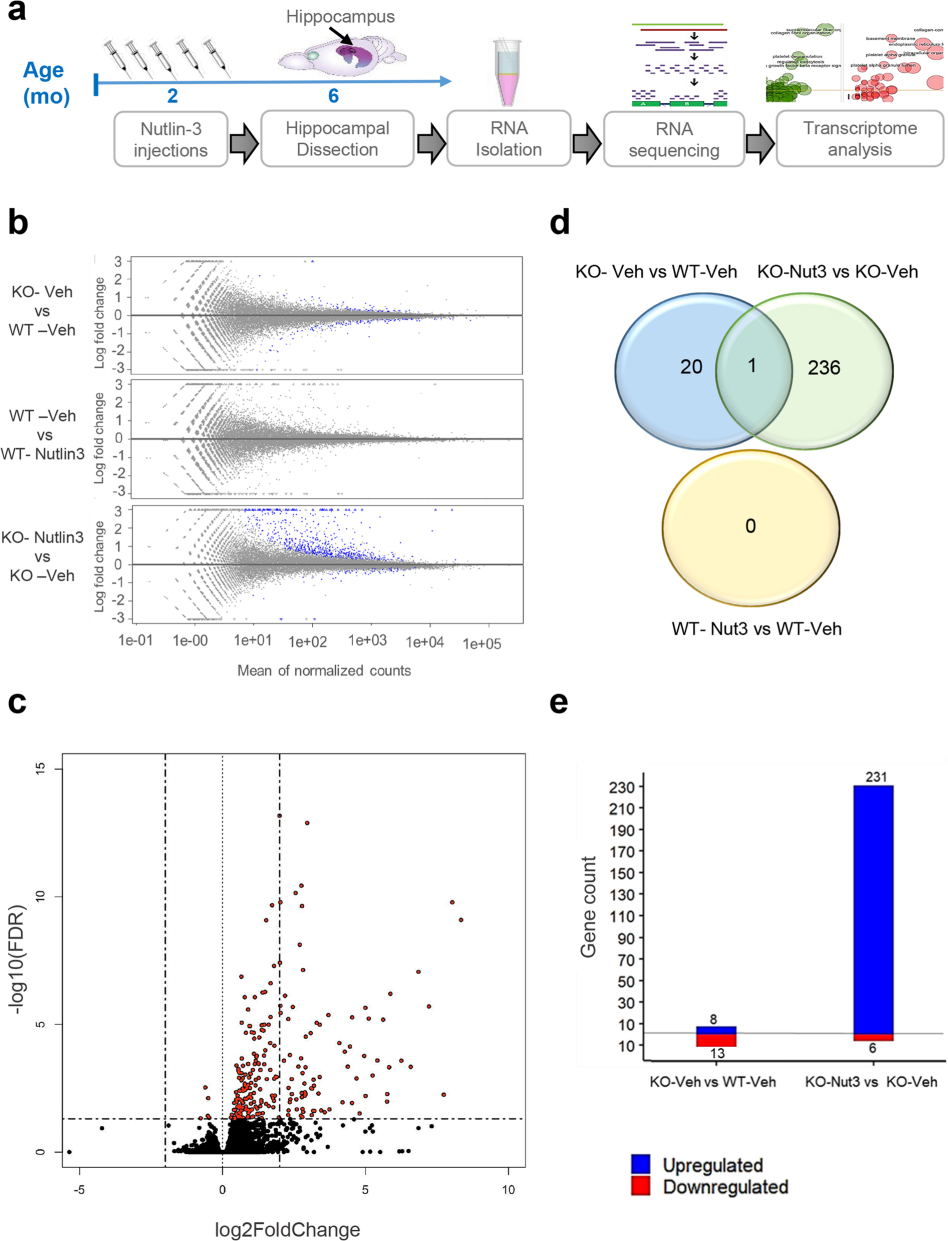
Transient treatment with Nutlin-3 leads to long-lasting gene expression changes in the hippocampus of FMR1-deficient mice. **a** Experimental timeline for sample collection and transcriptomic profiling of the hippocampal tissue of *Fmr1* KO and WT mice injected with Nutlin-3 (Nut3) or vehicle (Veh) (*n* = 3 per group). **b** *M*-*A* plot of *M* (log ratio) and *A* (mean average) displaying log_2_ fold change of genes compared with the mean expression levels of all genes with log_2_ fold change thresholds between − 3 and 3. The genes identified differential expression (adjusted *P* < 0.05) are indicated as blue dots. **c** Volcano plot showing the gene fold changes and adjusted *P*-values between KO-Veh and KO-Nutl3 groups. The most upregulated genes are towards the right, the most downregulated genes are towards the left, and the most statistically significant genes are towards the top. The red points are the genes with adjusted *P*-value < 0.05. **d** Venn diagram showing the overlap patterns of differentially expressed genes between the different experimental groups. **e** The numbers of up (blue) and down (red) regulated genes between KO-Veh and WT-Veh and between KO-Nut3 and KO-Veh

Next, we performed differential expression analysis to identify differentially regulated genes (DEGs) among the four experimental groups. Adjusted *P*-values < 0.05 were used as cutoffs for the differential expression. We identified no DEG between vehicle-treated and Nutlin-3-treated WT (WT-Veh vs WT-Nut3) mice, consistent with a lack of effect by Nutlin-3 on WT mice shown in our published results [20, 21] and current neurogenic and behavioral data (Figs. 1, 2, 3, and 4b–d; Additional file 9: Fig. S4, Additional file 7: Table S4). 

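In the 6 WT libraries, 0 of 22592 genes passed the threshold between WT-Nut3 and WT-Veh, and 717 genes (3.17%) had an unadjusted *P*-value under 0.05 in edgeR. The smallest adjusted *P*-value of the comparison was 0.998. In counts simulated for 3 mice against 3, the same test recovered 83.0% of genes changed 2-fold and 98.5% of genes changed 4-fold. The changes were planted only in genes with far more counts than the filter asks for. These shares therefore do not hold for genes with few counts. The alternative that moved the count most tested all 35930 genes with at least 1 count and gave 249 DEGs, and in simulated groups without any difference that filter gave a median of 66 false calls (46 to 78). With WT-Nut3 RH1 left out, 1 gene passed, Gm21887 (log2 fold change 7.93, adjusted *P*-value 0.000141 in edgeR). With the number block as a term, 11 genes passed, and each of the 11 had more than 10 times the next highest level in WT-Veh RH15. The WT-Nut3 libraries were not alike in all genes, since *Ttr* (transthyretin) stood at 4215 CPM in WT-Nut3 RH9, 12.9 CPM in WT-Nut3 RH1 and 18.2 CPM in WT-Nut3 RH14, against 7.03 ± 2.27 CPM (SD, n = 3) in WT-Veh.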

We identified 21 DEGs between vehicle-treated *Fmr1* KO (KO-Veh) and WT mice (WT-Veh), of which 13 DEGs were downregulated and 8 genes were upregulated (Fig. 4d; Additional file 9: Fig. S4, Additional file 7: Table S4). 

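Between KO-Veh and WT-Veh, 4 of the genes tested passed the threshold in edgeR, 3 downregulated and 1 upregulated in KO-Veh, among 1627 genes with an unadjusted *P*-value under 0.05. *Fmr1* (ENSMUSG00000000838, chromosome X, 68678541 to 68717963 in GRCm38) had 34.2 ± 2.72 CPM in KO-Veh and 77.5 ± 2.11 CPM in WT-Veh (SD, n = 3 each), a log2 fold change of -1.18 (standard error 0.0690, adjusted *P*-value 1.76e-06). It stayed between -1.24 and -1.14 in the 6 fits that each left out 1 library. The upregulated gene was Gm21887, with 11.9 ± 1.94 CPM in KO-Veh and 0.0900 ± 0.108 CPM in WT-Veh (log2 fold change 6.93, standard error 0.380, adjusted *P*-value 1.52e-06). *Col5a1* (log2 fold change -1.00, adjusted *P*-value 0.0146) passed in 2 of the 6 fits without 1 library, and *Wfs1* (log2 fold change -0.44, adjusted *P*-value 0.0478) in 1 of them. Other tests moved this count, most of all the test of every gene with at least 1 count, which gave 272 DEGs, while DESeq2 gave 22. In groups simulated without any difference, the main test made a median of 3.5 false calls (0 to 6) and DESeq2 a median of 8.5 (1 to 15). The number block as a term gave 21 DEGs, of which 4 were the genes above and 12 had more than 10 times the next highest level in 1 library only.

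**Figure D1:**
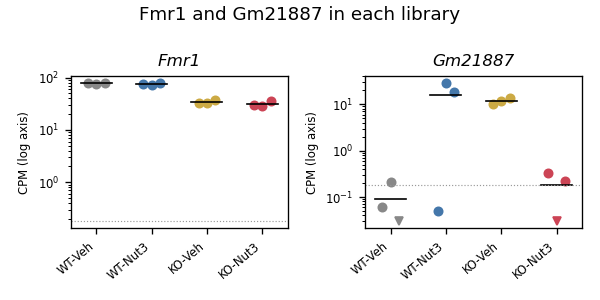
CPM of *Fmr1* and Gm21887 on a log axis in each of the 12 libraries (points, 3 per group), with the mean of each group as a black bar and the floor of 0.179 CPM as a dotted line. Triangles mark values below 0.03 CPM, and the WT-Nut3 libraries of Gm21887 lie both near the floor and above every KO-Veh library.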

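Between KO-Nut3 and KO-Veh, 45 genes passed the threshold in edgeR, the highest count among the comparisons made, and 1716 genes (7.60%) had an unadjusted *P*-value under 0.05. The smallest adjusted *P*-value was 0.00130, for Gm21887 and *Bmp6*. The count ranged from 6 to 266 in the 6 fits that each left out 1 library. It fell to 6 without KO-Veh RH7, 6 without KO-Veh RH10 and 7 without KO-Veh RH16, and it rose to 266 without KO-Nut3 RH8. Among the other alternatives, all 12 libraries in one fit gave 0 DEGs (1994 genes with an unadjusted *P*-value under 0.05), DESeq2 gave 245 and the test of every gene with at least 1 count gave 544. With the number block as a term, 20 genes passed, all among the 45.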

Surprisingly, we found that the most significant gene expression changes were between vehicle-treated and Nulin-3-treated *Fmr1* KO mice (KO-Veh vs KO-Nut3) (Fig. 4c,d; Additional file 7: Table S4). 

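Of the DEGs between KO-Nut3 and KO-Veh in edgeR, 44 were upregulated and 1, Gm21887, was downregulated in KO-Nut3. The upregulated genes had a median log2 fold change of 2.27 and a lowest value of 0.66. For all 44, every KO-Nut3 library was above every KO-Veh library. Groups of 3 and 3 libraries do not overlap, in either direction, for 10% of genes by chance, but these 44 had been selected by the test. *Ttr* had 3091 CPM in KO-Nut3 RH6, 313.5 CPM in KO-Nut3 RH8 and 4520 CPM in KO-Nut3 RH13, against 9.97 ± 6.17 CPM (SD, n = 3) in KO-Veh (log2 fold change 8.06, standard error 0.993, adjusted *P*-value 0.0131), and it passed in 3 of the 6 fits without 1 library. The spread among untreated or WT libraries was also wide for these genes, since 40 of the 44 were higher in WT-Nut3 RH9 than in every WT-Veh library and 37 were higher in WT-Veh RH5 than in every KO-Veh library.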

Out of a total of 237 DEGs (KO-Veh vs KO-Nut3), 6 genes were downregulated and 231 genes were upregulated in Nutlin-3-treated KO mice (Fig. 4d,e; Additional file 7: Table S4). 

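Gm21887 (ENSMUSG00000095562) lies on chromosome X from 170009659 to 170019281 in GRCm38 and is listed in the reference gene table as a synonym of *Erdr1*. It was the only gene past the threshold both between KO-Veh and WT-Veh and between KO-Nut3 and KO-Veh. It had 193 to 243 reads in the KO-Veh libraries, 0 to 4 in WT-Veh and 0 to 6 in KO-Nut3. From KO-Veh to KO-Nut3 (0.184 ± 0.169 CPM, SD, n = 3) its log2 fold change was -5.95 (standard error 0.418, adjusted *P*-value 0.00130 in edgeR), between -6.65 and -5.40 with 1 library left out. Among the WT-Nut3 libraries it had 1 read in RH1, 582 in RH9 and 329 in RH14. In fits of all 12 libraries at once the adjusted *P*-value rose to 0.566 between KO-Nut3 and KO-Veh and to 0.869 between KO-Veh and WT-Veh.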

Only 1 DEG, gene Gm21887 or *Erdr1* (erythroid differentiation regulator 1), was shared between these two groups of DEGs and was downregulated in KO-Veh both groups (Fig. 4c; Additional file 7: Table S4). Therefore, transient Nutlin-3-triggered significant gene expression changes in KO mice but did not make gene expression in KO mice to be more comparable to that in WT mice.

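Whether the response to Nutlin-3 differed between the genotypes was tested as an interaction over all 12 libraries, where 0 genes passed in edgeR, 942 had an unadjusted *P*-value under 0.05 and the smallest adjusted *P*-value was 0.126. In simulated counts this interaction test recovered 71.5% of genes changed 2-fold and 95.0% of genes changed 4-fold, again with changes planted only in genes with many counts. The alternative that moved it most tested every gene with at least 1 count and gave 291 genes. Of the 4 DEGs between KO-Veh and WT-Veh, 3 had the same direction between KO-Nut3 and WT-Nut3, which are other libraries, and 1 of them, *Fmr1*, passed there too. With DESeq2 this was 18 of 22 genes (exact binomial *P* = 0.00434), of which 2 passed. With the number block as a term it was 9 of 21 genes. The binomial test takes the genes as independent, which genes of the same libraries are not, so its *P* does not measure a spread between mice. Across genes, which are not independent replicates, Spearman's rho was -0.371 between the changes from KO-Veh to KO-Nut3 and those from WT-Veh to KO-Veh, which share the KO-Veh libraries. Simulated groups without any difference gave rhos from -0.449 to -0.429 for such a shared group. For comparisons that share no library, rho was 0.064 between the genotype effects with vehicle and with Nutlin-3, and 0.071 between the effects of Nutlin-3 in KO and WT mice. From the number of DEGs between KO-Nut3 and KO-Veh and the single gene shared with the DEGs of KO-Veh against WT-Veh, the paper concludes that Nutlin-3 changed gene expression in KO mice without bringing it closer to that of WT mice.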

To understand the biological significance of DEGs found in *Fmr1* KO mice treated with Nutlin-3, we performed Gene Ontology (GO) analysis using three categories of term analysis: biological pathway, cell component, and molecular function (Additional file 8: Table S5). We generated circle plots to demonstrate the specific enrichment and the directionality of the gene expression changes within each GO category (Fig. 5a). The DEGs were generally enriched for extracellular matrix, cell membrane proteins, and secreted factors (Fig. 5a; Additional file 8: Table S5) known to be the key components of the adult neurogenic niche [43–46], including the well-known bone morphogenetic protein (BMP) and transforming growth factor beta (TGFß) signaling pathway [47] and insulin-like growth factor 2 (IGF2) pathway [48]. 

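Additional file 8 lists 1888 terms with 170 gene symbols, of which 162 match a gene in the counts. The 25 genes of the term extracellular matrix organization were all higher in KO-Nut3 than in KO-Veh, with a median log2 fold change of 0.99 (interquartile range 0.88 to 1.53), and 7 passed the threshold over all genes tested. For integral component of plasma membrane, all 26 genes were higher, with a median of 0.90, and 6 passed. For endoplasmic reticulum lumen, all 20 genes were higher, with a median of 1.33, and 5 passed. The genes were chosen by the study from these libraries, so their direction is not independent evidence. Adjusted over the list alone, 158 of the 160 listed genes that could be tested passed, against 33 over all genes tested. No enrichment was computed, because the full gene sets behind the terms were not available. Of the 30 marker genes of choroid plexus epithelium in a list fixed beforehand, 21 are among the genes of Additional file 8.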

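Over the terms of Additional file 8 with an adjusted *P*-value under 0.05, 123 of 124 genes were higher in KO-Nut3 than in KO-Veh in edgeR, and *Arc* was lower (log2 fold change -0.60). Of these genes, 31 passed the threshold, a count that fell to 5 without KO-Veh RH7 and rose to 91 without KO-Nut3 RH8. It was 120 with DESeq2, the method by which the study chose these genes, and 0 with all 12 libraries in one fit. In the category of cell component, the 38 genes of collagen-containing extracellular matrix had a median log2 fold change of 1.27 (interquartile range 0.89 to 1.74), and 12 passed. In the category of molecular function, the 6 genes of transforming growth factor beta binding had a median of 0.68, and 1 passed.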

In each GO category, there was a robust upregulation of the DEGs for the enriched terms (Fig. 5a).

**Fig. 5:**
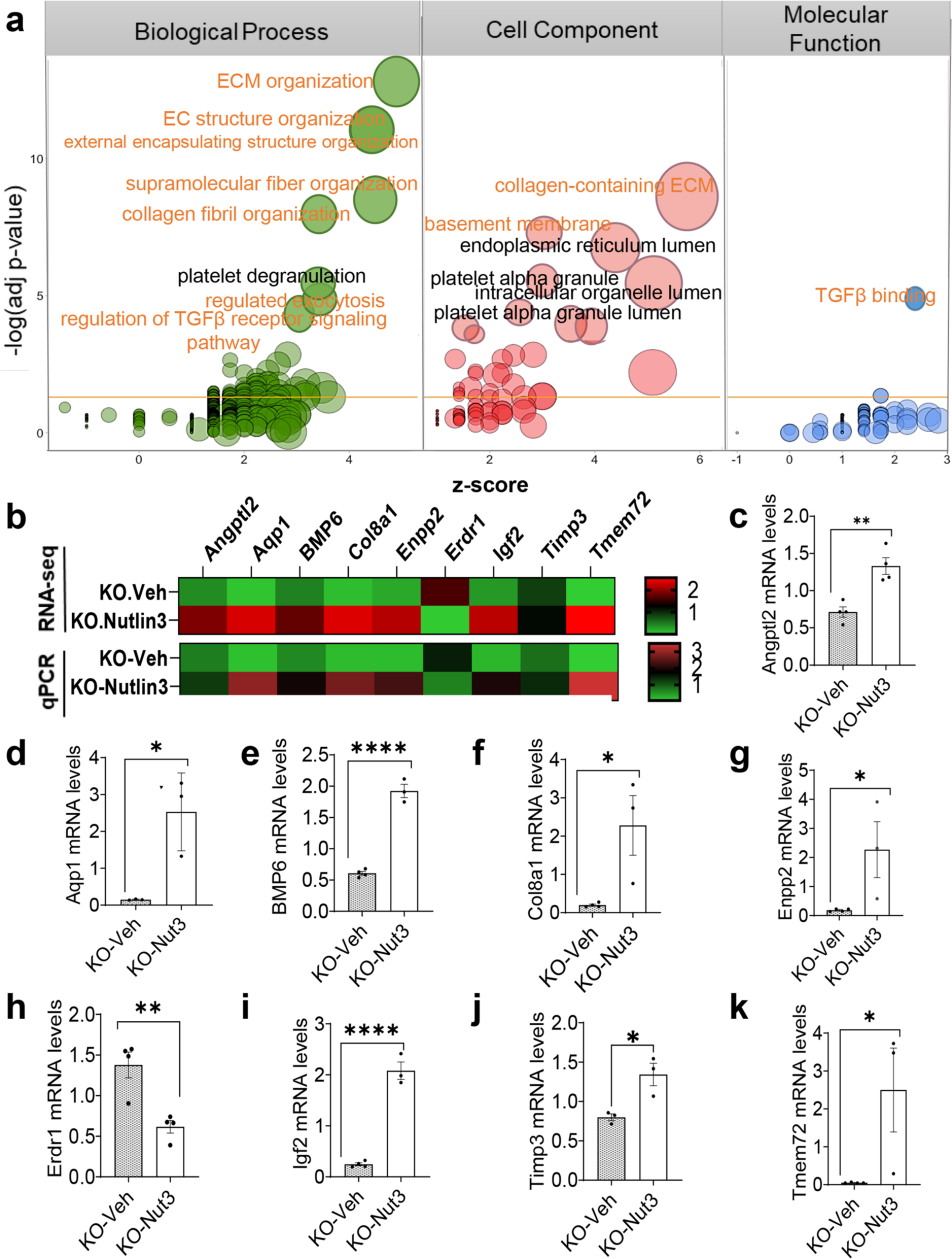
Differentially expressed genes in FMR1-deficient mice treated with Nutlin-3 were enriched for genes associated with regulation of adult neural stem cell niche. **a **Bubble plots for Gene Ontology (GO) analysis showing enriched terms identified with Enricher for DEGs between *Fmr1* KO treated with either Nutlin-3 or vehicle. The results of three different categories of GO analysis are shown. The size of the bubbles indicates the number of genes. The *x*-axis indicates the *z* score (negative = downregulated in Nutlin-3-treated *Fmr1* KO mice; positive = upregulated in Nutlin-3-treated *Fmr1* KO mice). The *y*-axis indicates the negative logarithm of adjusted *P*-value from GO analysis (higher = more significant). ECM organization, membrane proteins, and secreted factors are the top hits in each GO category. **b** Heat map of the transcriptional changes of selected DEGs between Nutlin-3 and vehicle-treated *Fmr1* KO mice, revealed by RNA-seq (*n* = 3) and quantitative PCR (qPCR) analysis (*n*= 4). Red and green represent upregulation and downregulation, respectively. **c**–**k** Quantitative PCR analysis to validate a subset of DEGs in each GO category including Angptl2 (**c**), Aqp1 (**d**), Bmp6 (**e**), Col8a1 (**f**), Enpp2 (**g**), Erdr1 (**h**), Igf2 (**i**), Tmp3 (**j**), and Tmem72 (**k**) (*n* = 3/condition). The mRNA levels of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were used as the internal control. *P < 0.05; **P < 0.01; ***P < 0.001. Data are presented as means ± SEM

Because the enriched terms have shown strong potential in stem cell regulation through modulating stem cell niche [43–46], we next selected a number of candidate DEGs from each group and validated their differential expression in KO-Nut3 compared to KO-Veh using quantitative polymerase chain reaction (qPCR) analysis. 

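Of the 8 genes *Angptl2*, *Aqp1*, *Bmp6*, *Col8a1*, *Enpp2*, *Igf2*, *Timp3* and *Tmem72*, all were higher in KO-Nut3 than in KO-Veh and 5 passed the threshold over all genes tested in edgeR, while 8 passed when adjusted over the list alone, which is not independent evidence because the genes were picked from these libraries. *Angptl2* (chromosome 2, 33216069 to 33247717) had 11.6 ± 1.32 CPM in KO-Nut3 and 2.45 ± 0.588 CPM in KO-Veh (SD, n = 3 each), a log2 fold change of 2.24 (standard error 0.195, adjusted *P*-value 0.00254). *Bmp6* (chromosome 13, 38345107 to 38500302) had 24.9 ± 1.26 and 6.52 ± 1.24 CPM, a log2 fold change of 1.93 (standard error 0.142). *Igf2* (chromosome 7, 142650766 to 142666816) had 5.19 ± 0.809 and 0.760 ± 0.243 CPM, a log2 fold change of 2.75 (standard error 0.274, adjusted *P*-value 0.00718). *Col8a1* had 18.8 ± 13.3 and 0.804 ± 0.0558 CPM, a log2 fold change of 4.53 (standard error 0.673, adjusted *P*-value 0.0377). *Tmem72* had 41.7 ± 33.2 CPM in KO-Nut3 and was at the floor in KO-Veh, and was therefore at least 233-fold higher (adjusted *P*-value 0.0386). This bound covers counting error only, and it lay between 160 and 337 with 1 KO-Nut3 library left out. *Col8a1* and *Tmem72* each passed in 2 of the 6 fits without 1 library, and neither passed with the number block as a term (adjusted *P*-values 0.0516 and 0.0581). *Aqp1* rose from 0.375 ± 0.263 to 16.1 ± 12.4 CPM (adjusted *P*-value 0.0666), *Enpp2* from 136 ± 18.9 to 1252 ± 868 CPM (adjusted *P*-value 0.0606) and *Timp3* from 64.2 ± 9.41 to 89.7 ± 5.01 CPM (adjusted *P*-value 0.136), and these 3 genes did not pass in edgeR. With DESeq2 their adjusted *P*-values were 0.000261, 0.00253 and 0.00453. The genes of this paragraph include markers of other tissues in lists fixed beforehand. Examples are *Aqp1* and *Enpp2* for choroid plexus epithelium and *Igf2* for fibroblasts of meninges and stroma. Such tissue in the dissected hippocampi therefore stays open as a source of their rise.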

Administration of Nutlin-3 in *Fmr1* KO mice led to significant changes in the expression levels of genes associated to extracellular matrix (*Col8a1* and *Timp3*), cell membrane (*Aqp1* and *Tmem72*), and secreted factors (*Angptl2*, *Enpp2*, *BMP6*, and *Igf2*) and the only DEG shared between the two groups (*Erdr1*), compared to WT littermates (Fig. 5b–k).

To further explore how these gene expression changes might have happened, we next performed transcription factor (TF) target enrichment analysis to identify potential upstream TFs responsible for observed changes in the gene expression of Nutlin-3-treated *Fmr1* KO mice. Our analysis showed that the top TFs are mainly involved in stem cell fate specification (such as MEOX1, MEOX2, PRRX1, BNC2, SOX18, and TWIST1) [49–53] and/or extracellular matrix organization (such as HEYL, TBX18, PRRX1, PRRX2, and TCF21 ) [54–56] (Fig. 6a; Additional file 9: Fig. S5). We then assessed the relationship among our top TFs using a published TF network. We found that our top TFs related to Nutlin-3 treatment in KO mice showed a high level of interactions (Fig. 6b). Together, our transcriptomic analysis of the hippocampal tissue supports that the long-lasting rescue effects of Nutlin-3 treatment on impaired adult neurogenesis and dependent cognitive functions of *Fmr1* KO mice might be through modulating the adult NSC niche.

**Fig. 6:**
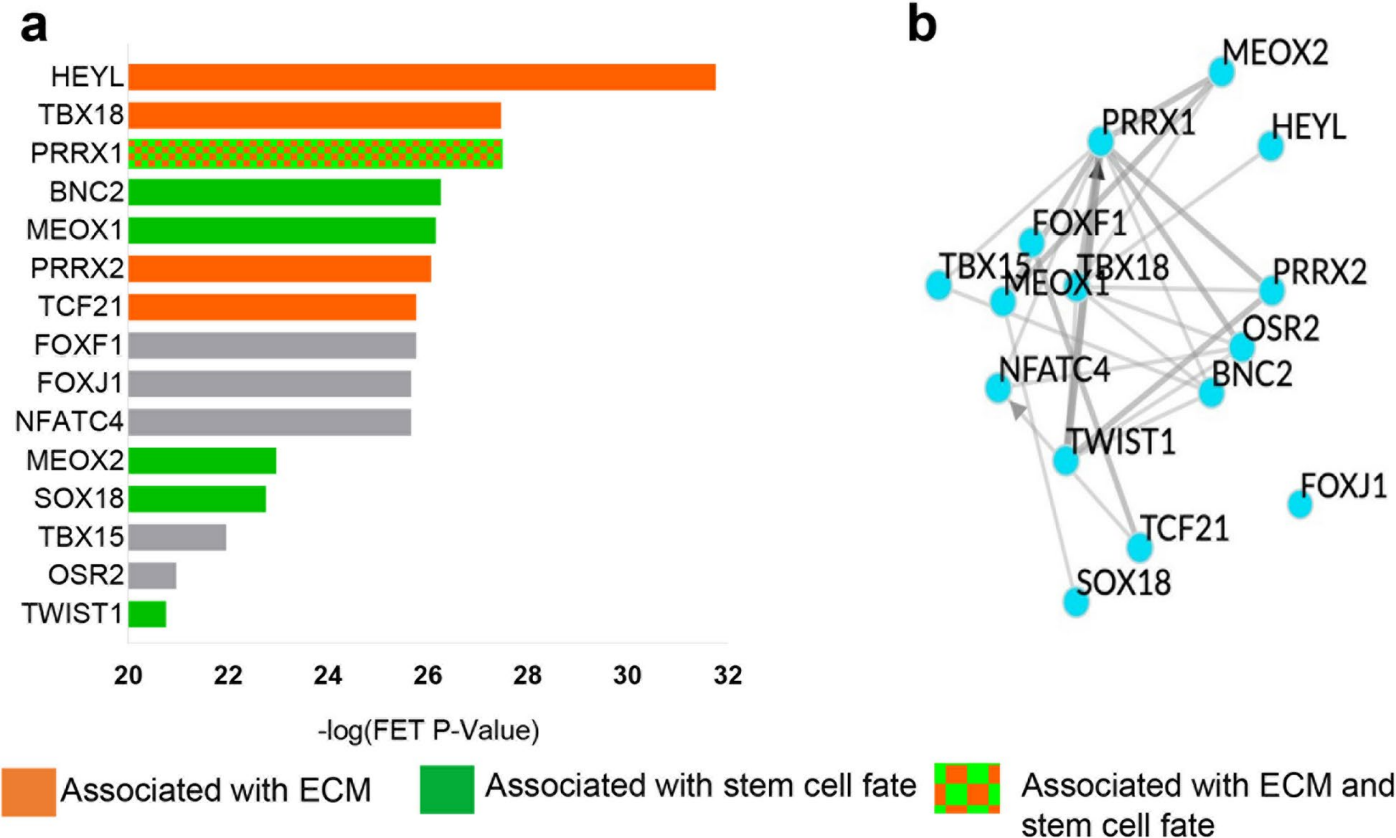
Top TFs ranked by TF enrichment analysis were associated to ECM and stem cell fate. **a** Transcription factor target enrichment analysis of differentially expressed genes in *Fmr1* KO treated with Nutlin-3 vs vehicle using average integrated ranks across all libraries through ChEA3 (*n* = 3). FET, Fisher’s exact test. Orange bars indicate TFs associated with ECM. Green bars indicate TFs associated with stem cell fate. Orange and green patterned bars indicate TFs associated to both ECM and stem cell function, respectively. **b** top TF network generated by Chea3 using the average integrated ranks across all libraries

## Discussion

This study sought to test the hypothesis that transient therapeutic intervention can produce long-lasting beneficial effects on cognitive functions in a mouse model of FXS. Our results demonstrate that a transient Nutlin-3 treatment of young adults for 10 days restored impaired hippocampal neurogenesis and related cognitive abilities in *Fmr1* KO mouse for at least 4 months after treatment cessation. Together with our publications [20, 21], these findings indicate that not only brief Nutlin-3 treatment rescues the neurogenic and cognitive deficits in adult FXS mice, but also these beneficial effects are sustained long after the end of treatment. Our data also suggest that Nutlin-3 treatment during the early adulthood time window might establish the normal adult NSC niche required for intact neurogenesis and cognitive performances in the absence of FMR1.

Numerous therapeutic alternatives including newly developed compounds or repurposed drugs have been proposed for FXS [20, 57]. There are many advantages of drug repurposing in the treatment of disease, including shortening the time frame and reducing the cost associated with new drug development [58]. When assessing the feasibility of initiating treatments, an obvious concern is the resulting toxicity from long-term administration. For these reasons, there has been extensive interest in the possibility of repurposing drugs with potentially long-lasting therapeutic effects. However, only very few studies have assessed the persistent effect of treatment long after treatments are stopped. In a recent study, the minocycline treatment effect has lasted for 4 weeks in young FXS mice but not in adult FXS mice [15]. In another study, transient treatment of FXS rats with lovastatin at 4 weeks of age for 5 weeks prevented the emergence of cognitive deficits in object-place recognition and object-place-context recognition [12]. The authors show that the corrective effect has been sustained for at least 3 months (the last time point tested) after treatment termination, and the observed restoration of normal cognitive function is associated with sustained rescue of both synaptic plasticity and altered protein synthesis [12]. One promising candidate for drug repurposing is a group of MDM2 inhibitors, and its prototype is Nutlin-3. Nutlin-3 is a small molecule that specifically inhibits MDM2, an E3 ubiquitin ligase, and the best known MDM2 targets are tumor suppressor TP53; therefore, Nutlin-3 and its derivative have been worked on extensively and used in clinical trials for cancer treatment [59]. Our lab has found that, in adult NSPCs, FMR1 directly regulates the expression levels and activities of MDM2, which targets TP53 and HDAC1 [20, 21]. Our published studies have shown that Nutlin-3 administration at a dosage significantly lower than those used for cancer treatment rescues impaired hippocampal neurogenesis and cognitive functions in both 2-month-old young adult FXS mice and 6-month-old mature adult FXS mice analyzed shortly after the treatment [20, 21]. However, the long-lasting effect of Nutlin-3 was unknown. Our current study has addressed this important question and taken one step further to potential therapeutic applications of MDM2 inhibition for the treatment of FXS.

Understanding the molecular mechanism underlying drug action is important for both therapeutic application and improvement of drug development. To investigate the mechanism underlying the long-lasting effect of Nutlin-3, we first determined whether this effect was due to the persistent changes in intrinsic properties of NSCs by using primary NSPCs isolated from *Fmr1* KO or WT mouse hippocampus. We have previously shown that NSPCs isolated from 2-month-old *Fmr1* KO hippocampus had reduced *TP53* gene expression, increased proliferation, and reduced neuronal differentiation, which can be corrected by Nutlin-3 treatment [20]. *TP53* gene encodes a transcription factor TP53 regulating a network of target genes that play roles in various cellular processes including but limited to apoptosis, cell cycle arrest, genomic integrity, metabolism, redox biology, and stemness [60]. Tp53 binds DNA in a sequence-specific manner and recruits transcriptional machinery components to activate or suppress the expression of a network of target genes [61]. TP53 has also been shown to regulate gene expression through epigenetic mechanisms [62–64], which may lead to long-lasting alteration in the gene expression. We therefore hypothesized that Nutlin-3 treatment may exert a sustained therapeutic effect on the FXS mouse model through modulating epigenetic pathways in NSPCs. To our surprise, our results indicate that transient Nutlin-3 treatment did not lead to persistent corrections in active MDM2 levels nor proliferation and differentiation of NSPCs isolated from 6-month-old *Fmr1* KO mice. This suggests that, unlike the immediate response to Nutlin-3 treatment, the long-lasting therapeutic effect of Nutlin-3 on neurogenesis might not act mainly through modulating NSPC intrinsic properties [20, 21]. Because adult neurogenesis is regulated by both NSC intrinsic pathways and extrinsic stem cell niche [65], we performed gene expression profile analysis of *Fmr1* KO and WT hippocampal tissue. Nutlin-3 treatment exerted minimal change in the gene expression profile of WT hippocampus which is supported by our previous findings [20, 21]. On the other hand, Nultlin-3-treated KO mice mounted persistent and significant gene expression changes compared to vehicle-treated KO mice and WT mice. However, Nutlin-3 treatment did not make KO more similar to WT in the gene expression profile. This observation suggests that the low-dosage Nutlin-3 we used was effective in rebalancing cellular pathways in the absence of FMR1 but had no significant effect on WT because the cellular pathways were well regulated by the presence of FMR1. 

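Compared with WT-Veh, KO-Nut3 had 1 gene past the threshold in edgeR, *Fmr1* (31.6 ± 3.71 CPM, SD, n = 3, log2 fold change -1.29, adjusted *P*-value 0.00197), with 2071 genes at an unadjusted *P*-value under 0.05. Without KO-Nut3 RH8 the count rose to 197, and DESeq2 gave 222. *Vcam1* was higher in KO-Nut3 than in WT-Veh by a log2 fold change of 0.86 (standard error 0.0982, adjusted *P*-value 0.0652), and it passed with robust dispersion estimates (adjusted *P*-value 0.0281, from 7.74e-08 to 1 over the alternatives). *Slc4a5* was at the floor in WT-Veh and at least 132-fold higher in KO-Nut3 (adjusted *P*-value 0.125). This bound covers counting error only, and it lay between 93.6 and 189 with 1 KO-Nut3 library left out. Compared with WT-Nut3, *Fmr1* was again the 1 gene past the threshold (75.8 ± 2.26 CPM in WT-Nut3, log2 fold change -1.27, adjusted *P*-value 0.00405), among 1101 genes at an unadjusted *P*-value under 0.05. Without WT-Nut3 RH14 its adjusted *P*-value was 0.0991 and 0 genes passed (684 unadjusted), and without WT-Nut3 RH9 the count was 7.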

Among DEGs, we found mRNAs of proteins associated to the extracellular matrix, cell membrane, and secreted factors, many of which have been shown to regulate adult neurogenesis [44–46]. For example, genes in TGFß and BMP signaling are upregulated in Nutlin-3-treated KO mice, which we have confirmed using qPCR. It has been shown that TGFß and BMP activation in adult NSC niche can activate adult neurogenesis [66, 67]. In addition, *Igf2* mRNA expression levels were significantly higher in the Nutlin-3-treated KO hippocampus compared to either vehicle-treated KO hippocampus or WT mice. 

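The terms on TGFß and BMP signaling in Additional file 8 with an adjusted *P*-value under 0.05 hold 14 genes. All 14 were higher in KO-Nut3 than in KO-Veh, with a median log2 fold change of 1.33 (interquartile range 0.84 to 1.91). The threshold was passed by 5 in edgeR and by 14 with DESeq2. The study chose these genes from the same libraries with DESeq2, so neither their direction nor the DESeq2 count is independent evidence. *Dab2* had 21.5 ± 1.89 CPM in KO-Nut3 and 7.53 ± 0.795 CPM in KO-Veh (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.122, adjusted *P*-value 0.00159), which stayed between 1.44 and 1.59 with 1 library left out. *Wfikkn2* had a log2 fold change of 2.95 (standard error 0.306), *Sfrp1* of 2.01 (standard error 0.306) and *Folr1* of 5.11 (standard error 0.798). *Folr1* passed in 2 of the 6 fits without 1 library and, with the number block as a term, did not pass (adjusted *P*-value 0.0581 in edgeR).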

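In WT-Veh, *Igf2* had 1.44 ± 1.59 CPM (SD, n = 3), with 3.26 CPM in WT-Veh RH5, and in WT-Nut3 it had 1.71 ± 1.87 CPM, with 3.83 CPM in WT-Nut3 RH9. Every KO-Nut3 library was above every WT library. The log2 fold change of KO-Nut3 against WT-Veh was 1.83 (standard error 0.591, adjusted *P*-value 0.388 in edgeR), between 1.36 and 3.23 with 1 library left out. Against WT-Nut3 it was 1.58 (standard error 0.626, adjusted *P*-value 0.928), between 1.09 and 2.96 with 1 library left out. Against KO-Veh, *Igf2* passed in 4 of the 6 fits without 1 library. *Igf2* is in a list, fixed beforehand, of marker genes of fibroblasts of meninges and stroma. Among the WT libraries, the mean log2 CPM of that list was highest in WT-Veh RH5 (3.90). Such tissue in the dissected hippocampi therefore stays open as a source of the *Igf2* differences.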

IGF2 has also been shown to promote adult NSC proliferation and neurogenesis [48]. It is possible that the Nutlin-3 has an effect on both niche cells and NSCs, but the long-lasting effects of Nutlin-3 on NSCs can only be observed in the presence of niche cells, which explains why we saw rescue in mice with NSC-targeted FMR1 deletion. Furthermore, since Nutlin-3 was given systemically, we do not rule out that the Nutlin-3 effect might in part act through modulating peripheral systems.

One potential limitation of this study is that we have not defined whether an age range or a critical period exists for the initial Nutlin-3 treatment to achieve the long-lasting effectiveness of Nutlin-3 treatment. Future experiments on Nutlin-3 administration time at younger or older ages than 2 months should be considered. In addition, we showed that the beneficial effects of Nutlin-3 on impaired neurogenesis and cognition of FXS mice sustained for at least 4 months. Whether the effect lasts for a longer period or even for the rest of the animal’s life will need to be addressed in future studies. Furthermore, we have assessed adult neurogenesis-dependent behaviors. It is possible that Nutlin-3 also improves other aspects of behavioral deficits in FXS mice which is independent of adult neurogenesis; therefore, it will be beneficial to assess whether the beneficial effects of Nutlin-3 can be generalized to other forms of cognitive and behavior functions found in FXS. Although our transcriptomic analysis has provided an important clue for the long-term effect of Nutlin-3 treatment, a comprehensive assessment of the gene expression and epigenetic profiles of neurogenic niche will be needed to fully understand the molecular basis of the persistent effect of Nutlin-3. Finally, humans and rodents have distinct physiology, lifespan, and genetics [68]. Whether Nutlin-3 treatment can have therapeutic effects on human FXS remains unknown. Although we observed that the effect of Nutlin-3 lasted 4 months which is a long time for mice with a lifespan of 2 years, human has a much longer lifespan and different metabolic rate. Translating our results into human treatment will need substantial further investigations.

## Conclusions

In summary, our findings indicate that a brief Nutlin-3 treatment of young adult FXS mice has a long-lasting therapeutic effect on both neurogenesis and behaviors and that the sustained beneficial effect might be exerted through modulating the adult NSC niche. Our observation strengthens the idea that Nutlin-3 is one of the ideal candidates for optimal therapy with minimal toxicity in a targeted therapeutic approach. The findings provide proof-of-concept evidence that FXS, and perhaps neurodevelopmental disorders more generally, may be amenable to transient, early intervention to permanently restore normal cognitive functions.

## Supplementary Information

**Additional file 1: Code S1.** Parameters for STAR alignment.

**Additional file 2: Code S2.** R codes for differentially expressed gene analysis.

**Additional file 3: Code S3.** R Codes for volcano plot.

**Additional file 4: Table S1.** Primer sequences for qPCR.

**Additional file 5: Table S2.** Result of RNA-seq read alignment.

**Additional file 6: Table S3.** Raw read counts of RNA-seq samples.

**Additional file 7: Table S4**. Differentially expressed genes among experimental groups.

**Additional file 8: Table S5.** GO enrichment analysis results

**Additional file 9: Fig. S1.** Transient treatment with Nutlin-3 has long-lasting rescue effect on cognitive deficits in mice with selective deletion of Fmr1 in adult new neurons. **Fig. S2.** Acetylated Histone H3 levels in the hippocampus and the cortex. **Fig. S3.** Boxplot to show the density distribution of raw log-intensities of RNA-seq data of all samples. **Fig. S4.** Volcano plots showing gene fold changes and adjusted P-values between different conditions. **Fig. S5.** GO analysis of top upstream TF.

## Data Availability

All data and materials are available by contacting Dr. Xinyu Zhao (). The next-generation sequencing data is available through Gene Expression Omnibus (*GEO: GSE198403*).

## Abbreviations

ASD: Autism spectrum disorder
ANOVA: Analysis of variance
BrdU: Bromodeoxyuridine
cKO: Conditional knockout
DEG: Differentially expressed gene
CE: Coefficient of error
DG: Dentate gyrus
ECM: Extracellular matrix
Erdr1: Erythroid differentiation regulator 1
Fig: Figure
*Fmr1*: Fragile X mental retardation protein 1
FMR1: Fragile X messenger ribonucleoprotein 1
FMRP: Fragile X mental retardation protein (previous name)
FXS: Fragile X syndrome
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GC: Granule cell
GFP: Green fluorescent protein
GFAP: Glial fibrillary acidic protein
GO: Gene ontology
HDAC1: Histone deacetylase 1
KO: Knockout
qPCR: Quantitative polymerase chain reaction
MCM2: Minichromosome maintenance complex component 2
MDM2: Mouse double minute 2
NeuN: Neuronal nuclei antigen
NIH: National Institute of Health
NLR: Novel location recognition
NOR: Novel object recognition
NSPC: Neural stem/progenitor cell
NSC: Neural stem cell
NP: Neural progenitors
Nut3: Nutlin3
p53: Protein
PFA: Paraformaldehyde
RBFOX3: RNA-binding fox-1 homolog 3
RGL: Radial glial like
SGZ: Subgranular zone
SVZ: Subventricular zone
TF: Transcription factor
Veh: Vehicle
WT: Wild-type

# Supplementary material for: Sustained correction of hippocampal neurogenic and cognitive deficits after a brief treatment by Nutlin-3 in a mouse model of fragile X syndrome
**Source:** BMC Med. 2022 May 13;20:163. doi: 10.1186/s12916-022-02370-9
**Supplement:** Supplementary file 1 — Additional file 1: Code S1. Parameters for STAR alignment.

# Differential expression analysis (DESeq2)

## Input dataset

```
library("DESeq2")
library( "biomaRt" ) #example code for mouse gene id mapping

rm(list=ls())
setwd("~/Desktop/Waisman/Xinyu/counts/")

## Read dataset
counts= as.matrix(read.csv("./read_count.csv",row.names = 1))

condition = c("Vehicle","Vehicle","Vehicle",
              "Vehicle","Vehicle","Vehicle",
              "Nutlin_3","Nutlin_3","Nutlin_3",
              "Nutlin_3","Nutlin_3","Nutlin_3")
type = c("wildtype","wildtype","wildtype",
         "knock_out","knock_out","knock_out",
         "wildtype","wildtype","wildtype",
         "knock_out","knock_out","knock_out")
condition = factor(condition,levels = c("Vehicle","Nutlin_3"))
type = factor(type,levels = c("wildtype","knock_out"))
coldata = data.frame(type = type, condition = condition, row.names = colnames(counts))
```

```
#ensembl.genes=rownames(counts)
#ensembl = useMart( "ensembl", dataset = "mmusculus_gene_ensembl" )
#genemap <- getBM( attributes = c("ensembl_gene_id", "mgi_symbol","external_gene_name"), filters = "ensembl_gene_id",values =ensembl.genes, mart = ensembl )
#counts=counts[ensembl.genes%in%genemap$ensembl_gene_id,]
#counts=counts[genemap$ensembl_gene_id,]
#rownames(counts)=genemap$external_gene_name
#counts[ "Fmr1",]
```

```
counts=counts[rowSums(counts) > 20,]
dds <- DESeqDataSetFromMatrix(countData = counts,
                              colData = coldata,
                              design = ~ condition + type + condition:type)
```

## Detect DE genes between KO\_Vehicle and KO\_Nutlin3

```
subset1_idx=(as.character(type))=="knock_out")
dds_1 <- DESeqDataSetFromMatrix(countData = counts[,subset1_idx],
                                colData = coldata[subset1_idx,],
                                design = ~ condition)

dds_1 <- DESeq(dds_1)
res_1 <- results(dds_1)
summary(res_1) #up: 1.5%, down: 0.036%
```

```
##
## out of 22583 with nonzero total read count
## adjusted p-value < 0.1
## LFC > 0 (up)      : 337, 1.5%
## LFC < 0 (down)    : 8, 0.035%
## outliers [1]     : 17, 0.075%
## low counts [2]   : 4379, 19%
## (mean count < 6)
## [1] see 'cooksCutoff' argument of ?results
## [2] see 'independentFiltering' argument of ?results
```

```
# Result is stored in "resOrdered1"
resOrdered1=res_1[order(res_1$padj),]
#write.csv(as.data.frame(resOrdered1), file="Veh_vs_Nut(KO).csv") # this line is to write result into .csv file
#resLFC_1 <- lfcShrink(dds_1, coef="condition_Nutlin_3_vs_Vehicle", type="apeglm")

# check the first 5 lines of result
head(resOrdered1)
```

```
## log2 fold change (MLE): condition Nutlin 3 vs Vehicle
## Wald test p-value: condition Nutlin 3 vs Vehicle
## DataFrame with 6 rows and 6 columns
##          baseMean log2FoldChange      lfcSE      stat      pvalue
##          <numeric>      <numeric> <numeric> <numeric> <numeric>
## ENSMUSG000000029843    355.277       2.74431  0.202111  13.57825  5.39018e-42
## ENSMUSG000000095562    108.846      -6.00510  0.506700 -11.85140  2.11620e-32
## ENSMUSG000000039004    281.669       1.92368  0.165399  11.63054  2.88265e-31
## ENSMUSG000000004105    125.551       2.23619  0.234225  9.54719  1.33262e-21
## ENSMUSG000000022150    260.880       1.50927  0.158172  9.54197  1.40150e-21
## ENSMUSG000000057969    150.693       2.61724  0.285023  9.18255  4.20997e-20
##          padj
##          <numeric>
## ENSMUSG000000029843  9.80312e-38
## ENSMUSG000000095562  1.92437e-28
## ENSMUSG000000039004  1.74756e-27
## ENSMUSG000000004105  5.09782e-18
## ENSMUSG000000022150  5.09782e-18
## ENSMUSG000000057969  1.27611e-16
```

## Detect DE genes between WT\_Vehicle and WT\_Nutlin3

```
subset2_idx=(as.character(type))=="wildtype")
dds_2 <- DESeqDataSetFromMatrix(countData = counts[,subset2_idx],
                                colData = coldata[subset2_idx,],
                                design = ~ condition)

dds_2 <- DESeq(dds_2)
res_2 <- results(dds_2)
summary(res_2) #up: 0%, down: 0%
```

```
##
## out of 22585 with nonzero total read count
## adjusted p-value < 0.1
## LFC > 0 (up)      : 0, 0%
## LFC < 0 (down)    : 0, 0%
## outliers [1]     : 43, 0.19%
## low counts [2]   : 0, 0%
## (mean count < 0)
## [1] see 'cooksCutoff' argument of ?results
## [2] see 'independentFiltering' argument of ?results
```

```
# Result is stored in "resOrdered2"
resOrdered2=res_2[order(res_2$padj),]
#write.csv(as.data.frame(resOrdered2), file="Veh_vs_Nut(WT).csv") # this line is to write result into .csv file
#resLFC_2 <- lfcShrink(dds_2, coef="condition_Nutlin_3_vs_Vehicle", type="apeglm")
#resLFC_2

# check the first 5 lines of result
head(resOrdered2)
```

```
## log2 fold change (MLE): condition Nutlin 3 vs Vehicle
## Wald test p-value: condition Nutlin 3 vs Vehicle
## DataFrame with 6 rows and 6 columns
##          baseMean log2FoldChange      lfcSE      stat      pvalue
##          <numeric>      <numeric> <numeric> <numeric> <numeric>
## ENSMUSG0000000041323    93.326905    0.927672  0.2420101  3.833195  1.26489e-04
## ENSMUSG000000027562   3187.081430    0.264813  0.0679588  3.896669  9.75246e-05
## ENSMUSG0000000032554   4782.427285    0.344786  0.0896721  3.844964  1.20570e-04
## ENSMUSG0000000049353    13.769472    2.849383  0.7598489  3.749934  1.76881e-04
## ENSMUSG0000000016498    1.819579    3.176697  1.9762573  1.607431  1.07960e-01
## ENSMUSG000000028825    0.890638    1.929234  2.6662274  0.723582  4.69323e-01
##          padj
##          <numeric>
## ENSMUSG0000000041323    0.950441
## ENSMUSG0000000027562    0.950441
## ENSMUSG0000000032554    0.950441
## ENSMUSG0000000049353    0.996815
## ENSMUSG0000000016498    0.999899
## ENSMUSG000000028825    0.999899
```

## Detect DE genes between WT\_Vehicle and KO\_Vehicle

```
subset3_idx=(as.character(condition))=="Vehicle")
dds_3 <- DESeqDataSetFromMatrix(countData = counts[,subset3_idx],
                                colData = coldata[subset3_idx,],
                                design = ~ type)

dds_3 <- DESeq(dds_3)
res_3 <- results(dds_3)
summary(res_3) #up: 0.049%, down: 0.089%
```

```
##
## out of 22578 with nonzero total read count
## adjusted p-value < 0.1
## LFC > 0 (up)      : 11, 0.049%
## LFC < 0 (down)    : 20, 0.089%
## outliers [1]     : 16, 0.071%
## low counts [2]   : 0, 0%
## (mean count < 0)
## [1] see 'cooksCutoff' argument of ?results
## [2] see 'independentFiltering' argument of ?results
```

```
# Result is stored in "resOrdered3"
resOrdered3=res_3[order(res_3$padj),]
#write.csv(as.data.frame(resOrdered3), file="WT_vs_KO(Veh).csv") # this line is to write result into .csv file
#resLFC_3 <- lfcShrink(dds_3, coef="type_knock_out_vs_wildtype", type="apeglm")
#resLFC_3

# check the first 5 lines of result
head(resOrdered3)
```

```
## log2 fold change (MLE): type knock out vs wildtype
## Wald test p-value: type knock out vs wildtype
## DataFrame with 6 rows and 6 columns
##          baseMean log2FoldChange      lfcSE      stat      pvalue
##          <numeric>      <numeric> <numeric> <numeric> <numeric>
## ENSMUSG0000000000838   1017.144    -1.179192  0.0860293 -13.70687  9.23581e-43
## ENSMUSG0000000095562    109.370     7.039586  0.6749312  10.43008  1.80737e-25
## ENSMUSG0000000026837    433.304    -0.995107  0.1366851  -7.28029  3.33109e-13
## ENSMUSG0000000039474   2023.626    -0.437512  0.0739895  -5.91316  3.35596e-09
## ENSMUSG0000000024793    880.178     0.675892  0.1192620  5.66729  1.45073e-08
## ENSMUSG000000041444   3351.765    -0.307535  0.0577925  -5.32137  1.02987e-07
##          padj
##          <numeric>
## ENSMUSG0000000000838  2.08378e-38
## ENSMUSG0000000095562  2.03890e-21
## ENSMUSG0000000026837  2.50520e-09
## ENSMUSG0000000039474  1.89293e-05
## ENSMUSG0000000024793  6.54627e-05
## ENSMUSG000000041444  3.87265e-04
```

## Detect DE genes between WT\_Vehicle and KO\_Nutlin

```
subset4_idx=c(1:3,10:12)
con = c(rep("WV",3),rep("KN",3))
con = factor(con,levels = c("KN","WV"))
dds_4 <- DESeqDataSetFromMatrix(countData = counts[,subset4_idx],
                                colData = data.frame(con=con),
                                design = ~con)

dds_4 <- DESeq(dds_4)
res_4 <- results(dds_4)
summary(res_4) #up: 0.19%, down: 1.2%
```

```
##
## out of 22591 with nonzero total read count
## adjusted p-value < 0.1
## LFC > 0 (up)      : 42, 0.19%
## LFC < 0 (down)    : 282, 1.2%
## outliers [1]     : 28, 0.12%
## low counts [2]   : 2627, 12%
## (mean count < 4)
## [1] see 'cooksCutoff' argument of ?results
## [2] see 'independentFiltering' argument of ?results
```

```
# Result is stored in "resOrdered4"
resOrdered4=res_4[order(res_4$padj),]
#write.csv(as.data.frame(resOrdered4), file="KOnut_vs_WTveh.csv") # this line is to write result into .csv file
#resLFC_4 <- lfcShrink(dds_4, coef="con_WV_vs_KN", type="apeglm")
#resLFC_4

# check the first 5 lines of result
head(resOrdered4)
```

```
## log2 fold change (MLE): con WV vs KN
## Wald test p-value: con WV vs KN
## DataFrame with 6 rows and 6 columns
##          baseMean log2FoldChange      lfcSE      stat      pvalue
##          <numeric>      <numeric> <numeric> <numeric> <numeric>
## ENSMUSG0000000000838    985.054     1.298570  0.110185  11.78537  4.64357e-32
## ENSMUSG0000000068323    214.185    -8.022474  0.803928  -9.97910  1.88169e-23
## ENSMUSG0000000061808   23818.651   -8.545720  0.961921  -8.88401  6.44909e-19
## ENSMUSG0000000048108    376.376    -7.719960  1.133667  -6.80972  9.77870e-12
## ENSMUSG0000000027962    502.579    -0.854853  0.127393  -6.71037  1.94132e-11
## ENSMUSG0000000025350   102.957    -2.643986  0.395930  -6.67791  2.42372e-11
##          padj
##          <numeric>
## ENSMUSG0000000000838  9.25741e-28
## ENSMUSG0000000068323  1.87567e-19
## ENSMUSG0000000061808  4.28564e-15
## ENSMUSG0000000048108  4.87370e-08
## ENSMUSG0000000027962  7.74043e-08
## ENSMUSG0000000025350  8.05323e-08
```

How the deposited data were processed for this re-analysis (not part of the article)

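Poly(A) RNA-seq libraries of hippocampus from 12 mice were analysed, 3 each of WT-Veh, WT-Nut3, KO-Veh and KO-Nut3. The mice received 5 injections of vehicle or of 10 mg/kg Nutlin-3 from 2 months of age, and the tissue was taken at 6 months. The deposited counts are raw numbers of reads per gene, which according to the methods the authors made by mapping the reads to mm10 with STAR, and no normalization had been applied. The counts of both strands together were used, because each strand held close to equal shares of the reads. A table of the whole series was checked against the single libraries and held the same counts for the 31412 genes it lists. Groups were taken from the sample labels. Total reads per library ranged from 21772933 to 25498894, and reads counted on genes from 17150820 to 20040482.

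The counts were normalized with TMM factors in edgeR 4.0.16 (R 4.3.3) and the 22592 genes with more than 20 counts in total over the 12 libraries were tested. Each comparison was fitted on the 6 libraries of its groups with the quasi-likelihood test of edgeR, two-sided, with Benjamini-Hochberg adjusted *P*-values under 0.05 as the threshold. The comparisons were KO-Nut3 against KO-Veh, KO-Veh against WT-Veh, WT-Nut3 against WT-Veh, KO-Nut3 against WT-Veh, KO-Nut3 against WT-Nut3, and the interaction of genotype and treatment over all libraries. The standard error of a log2 fold change was taken as its size divided by the square root of the *F* statistic. A group with at most 3 counts in each library was treated as being at the floor, and folds against such a group are lower bounds. Intervals and floors cover counting error only. Levels are in CPM, and log2 levels were computed with a prior count of 1. The genes named are those that the paper names from the RNA-seq, those in the printed output of its code, and for each comparison up to 5 genes per direction with the largest change among the DEGs whose groups do not overlap. Any other gene was named after its values were seen.

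Marker lists, 14 in number, were written for choroid plexus epithelium, fibroblasts of meninges and stroma, ependyma, blood, endothelium, mural cells, oligodendrocytes, thalamus, CA pyramidal neurons, dentate granule neurons, astrocytes, microglia, p53 targets and adult neurogenesis. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, in 3 comparisons and 42 tests. The score of a list is the mean log2 CPM of its genes in a library, and scores were compared by exact permutation of the treatment within genotypes over 400 regroupings. In a test of choroid plexus tissue, the slope of each gene on *Ttr* over the 6 WT libraries was used to predict its difference between KO-Nut3 and KO-Veh, and 10000 random gene sets drawn from 50 bins of expression served as the reference. The genes of Additional file 8 were looked up in the results, and no enrichment was computed because the full gene sets were not available.

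Alternatives were DESeq2 1.42.0, limma-voom, DESeq2 size factors, the filterByExpr filter, all genes with at least 1 count, all 12 libraries in one fit, robust dispersion, all 12 libraries with the choroid plexus score as a term, and leaving out each library in turn. For the lists, they were camera with estimated correlation, fry, DESeq2 size factors and lists without the genes of Additional file 8. Added after the values were seen were a fit of all 12 libraries with the choroid plexus and fibroblast scores, the removal of the trend on GC content and gene length, the number block as a term (animal numbers up to RH8 against from RH9), and the slope test with the genes called by DESeq2 and with each library left out. The tests were tried on simulated counts with planted changes and without any, for 3 libraries against 3. In the simulated fits of single genes, changes were planted only in genes with far more counts than the filter asks for. No test was made of the qPCR, protein, cell culture or behavioral data, which have no counts.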

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

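The tests of explanations in this part were chosen only after the result was seen. Exceptions are the interaction test of single genes and its fits with DESeq2, with the choroid plexus score or without 1 library. These belong to the comparisons and alternatives set before the data were examined. *Ttr* stood at 4215 CPM in WT-Nut3 RH9, while the highest WT-Veh library had 9.56 CPM, and the paper reports no DEG for this comparison. The choroid plexus score was 4.91 in this library, against 0.15 in WT-Nut3 RH1 and 0.62 in WT-Nut3 RH14. An exchange with a KO library is argued against by *Fmr1*, which had 74.0 CPM in WT-Nut3 RH9, close to the mean of 75.8 CPM in WT-Nut3 and far from 34.2 CPM in KO-Veh. A difference in library size is argued against by WT-Nut3 RH1, which held 19873696 reads on genes without a raised score. The number block does not account for the level either, since WT-Nut3 RH14 and WT-Veh RH15 (score 0.14) belong to the same block. Choroid plexus tissue in the dissected hippocampus and an effect of Nutlin-3 in WT mice cannot be told apart, because 1 of 3 WT-Nut3 libraries shows the level. The score of 4.91 is what tissue in the dissection could give, and it is close to 4.63 and 4.96 in KO-Nut3 RH6 and RH13. The difference between the genotypes in the response of the score had an exact permutation *P* of 0.5 (adjusted 0.714 over the lists), so a response of WT mice was not shown to differ from that of KO mice.

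Gm21887 stood at 28.9 CPM in WT-Nut3 RH9 and 18.5 CPM in WT-Nut3 RH14, while the highest WT-Veh library had 0.210 CPM, and WT-Nut3 RH1 had 0.0507 CPM. Together with the KO-Veh libraries, 5 libraries were high, the lowest of them at 9.96 CPM, and no library lay between these and the highest of the others, KO-Nut3 RH6 at 0.333 CPM. Library size is argued against by WT-Nut3 RH1 with its 19873696 reads on genes. A difference in genotype at the gene between mice may give such levels, since the lowest high library at 9.96 CPM is far above the low ones, but the variants carried by each mouse are not known from counts. An effect of genotype and treatment stays open as well, because the interaction had an adjusted *P*-value of 0.126 in edgeR, and 4.91e-07 without WT-Nut3 RH1. With DESeq2 it was 0.000214 and with the choroid plexus score 0.0297, and the smallest adjusted *P*-value of any gene for the interaction ranged from 3.52e-201 (all genes with at least 1 count) to 0.998 (robust dispersion) over the alternatives. These explanations cannot be told apart with 3 mice per group.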

How the results depend on the processing

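The alternatives were set before the data were examined, apart from the fit of all 12 libraries with the choroid plexus and fibroblast scores, the removal of the GC and length trend, the number block, and the slope test with the genes called by DESeq2 or with a library left out, which were chosen after the values were seen. For the genes named, the alternatives set beforehand kept direction and side of the threshold in 292 results, and of the others 51 became weaker, 30 stronger and 8 reversed. The alternatives chosen later gave 68 unchanged, 12 weaker and 16 reversed results. Leaving out 1 library gave 234 unchanged, 37 weaker, 13 stronger and 4 reversed results. The number block was applied to the counts of DEGs and, for the 50 results on named genes, it kept the direction in 49, and 14 of the 19 results past the threshold passed with it, while 1 other result passed with it alone. No paired analysis was possible because the animal numbers are not shared between groups. The numbers in the columns of the series table match no sample label and are not described as pairs.

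The number of DEGs moved under these settings, and the cause was not tested except where said. With DESeq2 it was 245 between KO-Nut3 and KO-Veh, 22 between KO-Veh and WT-Veh, 222 between KO-Nut3 and WT-Veh, 7 between KO-Nut3 and WT-Nut3 and 1 (Gm21887) for the interaction, the genes of Additional file 8 past the threshold were 120, and 18 genotype DEGs kept their direction with Nutlin-3. limma-voom gave 19 between KO-Nut3 and KO-Veh. Testing all genes with at least 1 count gave 544, 272, 249 (WT-Nut3 against WT-Veh), 416 (KO-Nut3 against WT-Veh), 38 (KO-Nut3 against WT-Nut3) and 291 (interaction). All 12 libraries in one fit gave 0 between KO-Nut3 and KO-Veh (1994 genes with an unadjusted *P*-value under 0.05), 1 between KO-Veh and WT-Veh (*Fmr1*), 2 between KO-Nut3 and WT-Veh (*Fmr1* and *Arhgap33*) and 0 genes of Additional file 8. Robust dispersion gave 2 between KO-Nut3 and WT-Veh (*Fmr1* and *Vcam1*), and for KO-Nut3 against KO-Veh it gave 45, of which 31 were DEGs of the main test. With the choroid plexus score, the counts were 0 (807 unadjusted), 1 (*Fmr1*), 2 between KO-Nut3 and WT-Nut3 (*Fmr1* and *Rbp3*), 1 for the interaction (Gm21887) and 0 genes of Additional file 8. With both scores they were 0 (739 unadjusted), 1 and 0 genes of Additional file 8. As the fit of 12 libraries without a score also gave 0, these scores decide nothing about the DEGs of KO-Nut3 against KO-Veh.

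With the number block the counts were 20 between KO-Nut3 and KO-Veh, all among the DEGs of the main test, 21 between KO-Veh and WT-Veh, 11 between WT-Nut3 and WT-Veh, 3 between KO-Nut3 and WT-Veh (*Fmr1*, and *Saa3* and *Muc19*, named after their values were seen) and 16 genes of Additional file 8. Of the DEGs in the 3 comparisons with WT-Veh, 12, 11 and 2 had over 10 times their next highest level in 1 library. Camera with estimated correlation and fry left 0 of 42 list tests past the threshold, against 20 with the preset correlation (3 and 3 with an unadjusted *P*-value under 0.05).

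With 1 library left out, the DEGs of KO-Nut3 against KO-Veh ranged from 6 (without KO-Veh RH7, and also without KO-Veh RH10) to 266 (without KO-Nut3 RH8), and those of KO-Veh against WT-Veh from 2 (without KO-Veh RH7 or RH10) to 11 (without WT-Veh RH15). WT-Nut3 against WT-Veh ranged from 0 to 1 (Gm21887, without WT-Nut3 RH1), KO-Nut3 against WT-Veh from 1 to 197 (without KO-Nut3 RH8), KO-Nut3 against WT-Nut3 from 0 (without WT-Nut3 RH14) to 7 (without WT-Nut3 RH9), and the interaction from 0 to 1 (Gm21887, without WT-Nut3 RH1). The genes of Additional file 8 past the threshold ranged from 5 (without KO-Veh RH7) to 91 (without KO-Nut3 RH8), the genotype DEGs with the same direction from 1 (without KO-Veh RH7) to 8 (without WT-Veh RH15), and the list tests from 18 (without KO-Nut3 RH6) to 21 (without KO-Nut3 RH13). The share of genes within 2-fold of their predicted difference in the slope test ranged from 6.2% (without WT-Nut3 RH9) to 77.6% (without KO-Nut3 RH8), and its rho from 0.117 (without WT-Nut3 RH9) to 0.916 (without WT-Veh RH5). Without KO-Nut3 RH13 the share was 14.8% and rho 0.385, and without a KO-Veh library at most 5 genes were left to test.

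Changes of direction were found for these genes in KO-Nut3 against KO-Veh, in log2 units, and their cause was not tested. With both scores, *Angptl2* was at -0.22, *Aqp1* -0.00951, *Igf2* -0.34, *Timp3* -0.15, *Meox1* 0.56, *Prrx1* -0.18, *Tbx18* -0.51, *Tcf21* -0.31, *Foxj1* -0.0415, *Slc13a4* -0.46, *Sema3b* -0.0901 and *Kcne2* -0.67, and against other groups *Igf2* was at -0.10 (WT-Veh) and -0.26 (WT-Nut3) and *Rdh5* at -0.018 (WT-Veh). With the choroid plexus score alone, *Enpp2* was at -0.0875, *Meox1* 0.26, *Tcf21* -1.01, *Foxj1* -0.0921 and *Rdh5* (WT-Veh) -0.0254. The choroid plexus score contains *Aqp1*, *Enpp2* and *Kcne2*, and the fibroblast score *Igf2* and *Slc13a4*, so a score takes up the change of its own genes by construction and these values say nothing about them. *Prrx1*, at 0.00 in the main test, was at -0.00156 with DESeq2, -0.0023 with limma-voom, -0.00164 with DESeq2 size factors and -0.0178 without the GC and length trend, and between -0.0872 (without KO-Veh RH7) and 0.13 (without KO-Nut3 RH13) with 1 library left out. *Foxf1* ranged from -0.14 (without KO-Nut3 RH8) to 0.34 (without KO-Veh RH16). Depth limits the genes with few counts, and *Tmem72* and *Slc4a5* have only lower bounds for their folds where a group was at the floor.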

Differences from the paper's values

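For KO-Veh against WT-Veh, 4 DEGs were found and the paper gives 21, with 3 downregulated against the paper's 13 and 1 upregulated against the paper's 8. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's values, with 22 DEGs, 13 downregulated and 9 upregulated, and leaving out WT-Veh RH15 did so for the upregulated genes with 8, while the others did not. The number block, chosen after seeing the values, gave 21 DEGs, 18 downregulated and 3 upregulated. It came within 1.5 times of the paper's total and downregulated genes, but not of its upregulated genes.

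For KO-Nut3 against KO-Veh, 45 DEGs were found and the paper gives 237, with 1 downregulated against the paper's 6 and 44 upregulated against the paper's 231. DESeq2, with 245, 6 and 239, and the fit without KO-Nut3 RH8, with 266, 9 and 257, came within 1.5 times of the paper's values, and the other alternatives set before the data were examined did not.

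The printed output of the paper's code gives the genes past an adjusted *P*-value of 0.1. For KO-Nut3 against KO-Veh it gives 337 upregulated and 8 downregulated genes, and 98 and 1 were found. For KO-Veh against WT-Veh it gives 11 and 20, and 1 and 4 were found. For KO-Nut3 against WT-Veh it gives 282 and 42, and 2 and 1 were found. DESeq2 gave exactly the paper's 337 and 8, 11 and 20, and 282 and 42. Without KO-Nut3 RH8 the upregulated genes were 333 and 279 in the comparisons of KO-Nut3 with KO-Veh and with WT-Veh, and without WT-Veh RH15 the downregulated genes of KO-Veh against WT-Veh were 15, also within 1.5 times of the paper's values. None of the other alternatives set before the data were examined closed these gaps.

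The paper describes *Erdr1* (Gm21887) as downregulated in KO-Veh in both comparisons, whereas it was higher in KO-Veh than in WT-Veh (log2 fold change 6.93) and lower in KO-Nut3 than in KO-Veh (-5.95). The paper states that *Igf2* mRNA was higher in KO-Nut3 than in WT mice. It also measured *Igf2* by qPCR, which is another measure and was not tested here. In the RNA-seq counts the log2 fold changes of 1.83 against WT-Veh and 1.58 against WT-Nut3 had adjusted *P*-values of 0.388 and 0.928 in edgeR. Of the alternatives for *Igf2*, the test of all genes with at least 1 count passed against WT-Veh (adjusted *P*-value 0.0166, up to 1 over the alternatives), and none passed against WT-Nut3 (from 0.177 to 1). The paper lists *Aqp1*, *Enpp2* and *Timp3* among its DEGs, and they did not pass in edgeR (adjusted *P*-values 0.0666, 0.0606 and 0.136), while they passed with DESeq2 (adjusted *P*-values 0.000261, 0.00253 and 0.00453) and with the test of all genes with at least 1 count (1.18e-10, 1.18e-11 and 0.000241), with adjusted *P*-values up to 1 over the alternatives. Without KO-Nut3 RH6 *Aqp1* and *Enpp2* passed (0.0349 and 0.0305), and without KO-Nut3 RH8 as well (8.75e-06 and 1.65e-06). From qPCR, the paper describes selected genes as changed in KO-Nut3 against WT littermates, and in the RNA-seq counts 1 gene, *Fmr1*, passed against WT-Veh and against WT-Nut3 in edgeR, while DESeq2 gave 222 and 7 DEGs (in groups simulated without any difference it gave 1 to 15) and the test of all genes with at least 1 count 416 and 38.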

Other observations

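The tests of a choroid plexus, stromal, ependymal or blood source, of library size, of genes that take most of the counts, of p53 targets and of newborn neurons were chosen before the result was seen, and the tests of GC content and gene length, of the number block and of an effect of Nutlin-3 on the choroid plexus only after it, as were all counts of other splits except that of KO-Nut3 against KO-Veh.

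Library measures followed the animal numbers. Over the 12 libraries, the share of reads mapped to several places rose with the number (Pearson's r 0.882, permutation *P* 0.00023, Spearman's rho 0.909, permutation *P* 0.00013, adjusted 0.0008 and 0.00045 over 7 measures), and r was 0.837 without RH1 and RH16. The share of gene reads on the first strand fell with it (r -0.933, permutation *P* 2e-05, rho -0.902, permutation *P* 0.00013, adjusted 0.00014 and 0.00045), and r was -0.886 without RH1 and RH16. Within the 6 libraries from RH9 rho was 0.886 and -0.886, and within the 6 libraries up to RH8 it was 0.371 and -0.314, so the relation was weaker in that block. The boundary between the blocks was chosen from these values, at which both measures separated without overlap and the other 5 measures did not. With the groups in the fit, 45 genes differed between the blocks in edgeR, 37 of them higher from RH9 and 8 of the 45 high in WT-Veh RH15 only. Among them were 10 genes of ribosomal proteins, such as *Rps27* (log2 fold change 0.53, adjusted *P*-value 0.000171) and *Rps29* (log2 fold change 0.58, adjusted *P*-value 0.00316), chosen after their values were seen, and 72 of the 90 tested ribosomal protein genes were higher from RH9, with a median of 0.06 (72 and 0.06 with DESeq2 size factors as well). The paper and the labels name no batch, and no biological explanation was tested.

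WT-Veh RH15 held 10 genes above 3 CPM whose levels in the other 11 libraries were all under the floor, and KO-Nut3 RH6 held 5 such genes, while the other libraries held 0. Among the genes of WT-Veh RH15, named after their values were seen, *Dcpp2* stood at 110.9 CPM (at most 0.155 CPM elsewhere), *Muc19* at 25.5 CPM (at most 0.0570 CPM elsewhere) and *Bpifa2* at 12.4 CPM (0 elsewhere). No explanation for them was tested.

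The rise of genes in KO-Nut3 over KO-Veh was set against the sources named above. The log2 ratio of the mean reads on genes was -0.0562, which argues against library size. The 10 genes with the most reads took 4.26% to 4.57% of the reads on genes in the KO-Nut3 libraries and 4.39% to 4.75% in the KO-Veh libraries, which overlap and argue against a few genes taking most of the counts. With the trend on GC content and gene length removed 43 of the DEGs were kept, which argues against that trend as the whole cause. With the number block in the fit 20 of the 45 DEGs were kept, and the split of the 6 KO libraries along the numbers gave 0 DEGs, which argues against the block as the whole cause. The blood list had a median log2 fold change of 0.31 and the ependyma list of 0.67, against a median of 2.27 for the upregulated DEGs, and 0 genes of either list passed over all genes tested (0 and 4 when adjusted over the list alone), which argues against either as the main source. *Mdm2* changed by 0.0443 (standard error 0.0804) and *Cdkn1a* by -0.00 (standard error 0.202), against a lasting induction of p53 targets, although *Perp* of that list passed (log2 fold change 1.80, adjusted *P*-value 0.0215 in edgeR). *Dcx* changed by 0.0931 (standard error 0.101), against more newborn neurons as the source.

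A candidate explanation is choroid plexus tissue in the dissected hippocampi. The 30 genes of the choroid plexus list were all higher in KO-Nut3, with a median log2 fold change of 3.41. Of the list, 13 genes exceed 1 CPM in WT-Veh, 0 are in another list and 21 are in Additional file 8. The median was also 3.41 with the genes at the floor put at their bound. Over all genes tested 8 passed, and 30 when adjusted over the list alone. With the number block in the fit, 1 gene of the list passed over all genes tested. The choroid plexus score was 4.63, 2.15 and 4.96 in the KO-Nut3 libraries and 0.13 to 0.69 in the KO-Veh libraries, and within the block up to RH8 it was 4.63 and 2.15 against 0.26, within the block from RH9 4.96 against 0.13 and 0.69. The most abundant genes of the list rose in the same libraries, as *Ttr* and *Enpp2* were at 4520 and 1945 CPM in KO-Nut3 RH13 and at 4215 and 1820 CPM in WT-Nut3 RH9. For the 32 upregulated DEGs outside the lists, the slopes on *Ttr* in WT libraries predicted the KO differences with a Spearman's rho of 0.897 across genes (random sets 0.105, *P* 0.0001, the smallest that 10000 random sets can give), and 59.4% of the genes were within 2-fold of the prediction (random sets 21.9%). In simulated counts, rho was 0.987 or 0.986 with a second tissue and -0.027 or -0.006 without one, whereas the share within 2-fold was 0% or 91.3% with it and 25.5% or 1% without it, depending on the dispersion of *Ttr*, so the share decides nothing. The rho rests on WT-Nut3 RH9, since it was 0.117 without that library, 0.912 in the WT libraries from RH9 and 0.463 (*P* 0.062 from random sets) in those up to RH8. With genes called by DESeq2 it was 0.712. An effect of Nutlin-3 on the choroid plexus or its RNA cannot be told apart from this. The score differed between treatments by 2.63 over both genotypes (exact permutation *P* 0.01, adjusted 0.14 over the 14 lists). The adjusted *P* decides nothing, since even the permutation *P* of 0.005 of endothelium for the interaction became 0.07 over the lists. Of the 6 Nut3 libraries, 4 lay above every vehicle library.

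Meningeal or stromal tissue may have contributed as well, and stays open. The 24 tested genes of the fibroblast list, of which 23 exceed 1 CPM in WT-Veh, 0 are in another list and 9 are in Additional file 8, had a median log2 fold change of 1.38 in KO-Nut3, 23 were higher, and 3 passed over all genes tested and 20 when adjusted over the list alone. Without KO-Nut3 RH8 the median was 0.77. Of its abundant genes *Dcn* changed by -0.37 (standard error 0.286), while *Ptgds* reached 1725 CPM in KO-Nut3 RH8 and 1047 CPM in WT-Veh RH5, and *Col1a2* 39.2 and 27.5 CPM. Slopes on both scores from the WT libraries were used in a test chosen after the values were seen. The median predicted log2 fold change of 33 DEGs outside these lists was 1.93 and the observed 1.94 (random sets 0.03, *P* 0.0001, the smallest possible). However, the genes within 1 log2 unit of the prediction were 93.9%, against 97% in random sets. For 199 DEGs of DESeq2 the prediction fell short, with a median of 0.87 against 1.17 observed. The highest WT scores were those of WT-Nut3 RH9 for choroid plexus (4.91) and WT-Veh RH5 for fibroblasts (3.90), and both libraries were in the test.

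With camera of limma at the preset correlation, the choroid plexus list (adjusted *P*-value 2.46e-93), the fibroblast list (2.09e-40), the ependyma list (1.75e-09, 4 of 19 genes adjusted over the list alone), oligodendrocytes (median 0.22, 8.38e-06), endothelium (0.19, 0.00166), mural cells (0.35, 0.00704) and thalamus (0.36, 0.022) were higher in KO-Nut3 than in KO-Veh, and CA pyramidal neurons (-0.20, 0.00166) and dentate granule neurons (-0.12, 0.0417) were lower. Several of these rest on 1 library. Without KO-Nut3 RH6, the medians were 0.05 for thalamus (adjusted *P*-value 0.886), -0.00 for dentate granule neurons (0.838), -0.06 for CA pyramidal neurons (0.0438) and 0.13 for oligodendrocytes (0.00114). Without KO-Nut3 RH8 they were 0.12 for endothelium (0.116), 0.18 for mural cells (0.264), -0.14 for dentate granule neurons (0.0974) and 0.77 for fibroblasts (1.43e-18), and blood passed (0.49, 0.0198). Dentate granule neurons did not pass without KO-Veh RH16 either (-0.05, 0.525), nor mural cells without KO-Veh RH10 (0.31, 0.0514) or RH16 (0.25, 0.052), while blood passed without KO-Veh RH16 (0.48, 0.0416) and microglia without KO-Nut3 RH13 (-0.13, 0.0456) or KO-Veh RH10 (-0.11, 0.00252). Blood (0.0584), astrocytes (0.04, 0.717), microglia (-0.07, 0.0867), p53 targets (-0.00, 0.987) and adult neurogenesis (-0.04, 0.857) did not pass. Above 1 CPM in WT-Veh were 14 of 19 tested genes for ependyma, 8 of 9 for blood, 11 of 12 for mural cells and for thalamus, 18 of 20 for p53 targets, 14 of 18 for adult neurogenesis and all genes of the other 6 lists apart from choroid plexus and fibroblasts. The lists of thalamus and adult neurogenesis each held 1 gene of another list, and the p53 list 1 gene of Additional file 8. In WT-Nut3 against WT-Veh the choroid plexus list had a median of 2.91 (adjusted *P*-value 1.82e-23, 26 of 30 genes when adjusted over the list alone and 0 over all genes) and the fibroblast list of -0.49, and in KO-Veh against WT-Veh they had 0.09 and -0.61. The ependyma list was raised by 0.73 and 0.61 in those comparisons. None of these calls held with fry or with an estimated correlation, where the smallest adjusted *P*-values were 0.449 and 0.382. With the number block 16 of the 42 list tests passed, and the choroid plexus list had a median of 3.66 in KO-Nut3 against KO-Veh and 2.02 in WT-Nut3 against WT-Veh. In KO-Nut3 against KO-Veh, mural cells (adjusted *P*-value 0.0799 in camera), thalamus (0.139) and dentate granule neurons (0.441) no longer passed with the block. In the exact permutation over 14 lists, the smallest *P* of an interaction was that of endothelium (difference 0.27, *P* 0.005, adjusted 0.07).

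Other splits of the same libraries into groups of 3 were fitted in the same way. As many DEGs as in the real split were found in 1 of 10 splits for KO-Nut3 against KO-Veh (45, and 0 in each other split), in 2 of 10 for KO-Veh against WT-Veh, in 10 of 10 for WT-Nut3 against WT-Veh, in 1 of 10 for KO-Nut3 against WT-Veh, in 2 of 10 for KO-Nut3 against WT-Nut3 and in 60 of 60 for the interaction. The count was 1 of 10 for the genes of Additional file 8 and 1 of 10 for the lists past the threshold in KO-Nut3 against KO-Veh (10 lists when adjusted over the 14 lists of this comparison alone, blood included, against 9 when adjusted over the 42 tests, and at most 8 in another split). With 10 splits the share is never under 10%. For WT-Nut3 against WT-Veh and for the interaction the real count was 0, which every split reaches, so their shares decide nothing. In KO-Veh against WT-Veh the split along the animal numbers gave 12 DEGs, and in WT-Nut3 against WT-Veh it gave 14, more than the real splits, while the real comparisons with the block as a term gave 21 and 11. In KO-Nut3 against WT-Nut3, the split of KO-Nut3 RH6, KO-Nut3 RH13 and WT-Nut3 RH9 from the other 3 libraries gave 172 DEGs, and these are the libraries with the highest choroid plexus scores. Over both genotypes, 0 genes passed for the treatment in edgeR, with 1647 at an unadjusted *P*-value under 0.05.

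Of the transcription factors of Fig. 6a, which the paper ranks by their targets, 13 could be tested for their own expression in KO-Nut3 against KO-Veh, while *Meox2* and *Osr2* had 1 and 5 counts in total. Of the 13, 12 were higher, but *Prrx1* among them only by a log2 fold change of 0.0014, and it was lower with the number block (-0.023). Over all genes tested 0 of the 13 passed in edgeR, 5 passed when adjusted over the list alone and 6 had an unadjusted *P*-value under 0.05. *Bnc2* was at the floor in KO-Veh and at least 7.49-fold higher, or at least 3.18-fold without KO-Nut3 RH6 (adjusted *P*-value 0.261 in edgeR). It passed with DESeq2 (0.0113), with the test of all genes with at least 1 count (0.000434) and without KO-Nut3 RH13 (0.0413), and over the alternatives its adjusted *P*-value ranged from 0.000434 to 1. *Foxj1* passed with the test of all genes with at least 1 count (0.00871, up to 1 over the alternatives). *Prrx2* changed by a log2 fold change of 1.91 and *Nfatc4* by 1.13, and *Meox1* was lower (-0.23).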
